# Mediator complex interaction partners organize the transcriptional network that defines neural stem cells

**DOI:** 10.1038/s41467-019-10502-8

**Published:** 2019-06-17

**Authors:** Marti Quevedo, Lize Meert, Mike R. Dekker, Dick H. W. Dekkers, Johannes H. Brandsma, Debbie L. C. van den Berg, Zeliha Ozgür, Wilfred F. J. van IJcken, Jeroen Demmers, Maarten Fornerod, Raymond A. Poot

**Keywords:** Biochemistry, Gene regulation, Chromatin structure, Transcription, Neural stem cells

## Abstract

The Mediator complex regulates transcription by connecting enhancers to promoters. High Mediator binding density defines super enhancers, which regulate cell-identity genes and oncogenes. Protein interactions of Mediator may explain its role in these processes but have not been identified comprehensively. Here, we purify Mediator from neural stem cells (NSCs) and identify 75 protein-protein interaction partners. We identify super enhancers in NSCs and show that Mediator-interacting chromatin modifiers colocalize with Mediator at enhancers and super enhancers. Transcription factor families with high affinity for Mediator dominate enhancers and super enhancers and can explain genome-wide Mediator localization. We identify E-box transcription factor Tcf4 as a key regulator of NSCs. Tcf4 interacts with Mediator, colocalizes with Mediator at super enhancers and regulates neurogenic transcription factor genes with super enhancers and broad H3K4me3 domains. Our data suggest that high binding-affinity for Mediator is an important organizing feature in the transcriptional network that determines NSC identity.

## Abstract (web summary)

The Mediator complex regulates transcription by connecting enhancers to promoters. Here, the authors purify Mediator from neural stem cells (NSCs), identify 75 novel protein-protein interaction partners and characterize the Mediator-interacting network that regulates transcription and establishes NSC identity.

## Introduction

The Mediator complex is a complex of ~30 subunits that is important for transcriptional regulation and is conserved from yeast to human^1–4^. The Mediator complex provides communication between active enhancers and promoters by interacting with proteins that bind to either of these two classes of regulatory DNA elements^2,3,5^. Accordingly, identified Mediator-interacting proteins include many transcription factors^2,5^, RNA polymerase II (RNApol2) and transcription elongation factors^6^. Recently, Mediator content was used to rank enhancers in embryonic stem cells (ESCs) and enhancers with the highest Mediator content were postulated as super enhancers (SEs)^7^, a class of enhancers that regulates key genes in cell identity and oncogenes^7–9^. Related enhancer types such as stretch enhancers and anti-pause enhancers were described independently^10,11^. There is debate on whether SEs act mechanistically different from typical enhancers^12^. Arguments in favor of the functional distinction of SEs is their ability to drive high levels of transcription and their selective sensitivity to inhibitors of Brd4, a chromatin-binding protein enriched at SEs^9,10,13^. Besides Mediator and Brd4, chromatin modifiers such as Ep300 and Kdm1a (LSD1 complex), chromatin remodelers such as Chd7, Brg1 (SWI-SNF complex) and Chd4 (NuRD complex) and Smc1a (Cohesin complex) were found to be enriched at SEs^8^. In a recently proposed model, the constituent enhancers of an SE and their regulated promoter(s) would group together to form a phase-separated assembly^14^. Such an assembly would rely on interactions between transcriptional and chromatin regulators^14^.

Cell-type specific master TFs colocalize with Mediator at SEs^7,8^. However, evidence for interactions between master TFs and Mediator, which would underpin their role in recruiting Mediator to SEs, is scarce. For example, among SE-binding master TFs Oct4, Sox2 and Nanog (ESCs), Pu.1 (pro-B cells), MyoD (Myotubes) and C/EBPα (Macrophages)^7^, Mediator interactions were only detected in immunoprecipitations of Sox2 and C/EBPα and these were with single Mediator subunits^15,16^. Also our understanding of the recruitment of the above chromatin modifiers to enhancers and SEs and their subsequent maintenance at high levels at SEs is far from complete. Mediator was shown to interact with SE-enriched chromatin modifier Crebbp^17^ and the Cohesin complex^18^, suggesting that Mediator could, in principle, provide an anchoring role at enhancers, SEs and the proposed phase-separated assemblies.

To investigate the relevance of Mediator interactors in defining enhancers and SEs, here we describe the purification of the Mediator complex from neural stem cells (NSCs) and identify its protein–protein interaction partners by mass spectrometry. To prevent recording interactions that are mediated via DNA/chromatin, we purify Mediator from non-treated nuclear extracts, nuclear extracts treated with nuclease benzonase and nuclear extracts treated with ethidium bromide to disrupt protein-DNA interactions and only take interactions with the Mediator complex that are not affected by these treatments. Our resulting Mediator interactome contains 95 proteins of which 75 have not been, to the best of our knowledge, previously characterized as Mediator-interacting proteins. Subsequently, we perform Mediator ChIP-seq in NSCs and define SEs in NSCs by their Mediator content. Remarkably, we find that the three most frequent motifs in SEs are bound by multiple members of the small set of TFs that we identify as Mediator interactors in NSCs. We show that one of these TFs, Tcf4, regulates a set of key NSC transcription factor genes with SEs and broad H3K4me3 domain-containing promoters. High-Mediator affinity therefore appears an important characteristic of master TFs. Our Mediator interactome contains many known enhancer-binding chromatin modifiers and we show that Mediator-interacting chromatin modifiers Jmjd1c and Carm1 bind genome-wide to enhancers and SEs. Together this suggests that high-Mediator-binding affinity selects proteins that play important roles in establishing and maintaining enhancers and SEs to facilitate the regulation of cell identity.

## Results

### Purification of the Mediator complex from neural stem cells

We generated a mouse neural stem cell line expressing FLAG-tagged Med15 (F-Med15 NSCs) to enable the purification of the Mediator complex by our FLAG-affinity protocol, which combines high efficiency and low background^19^ and was extensively validated in the past for accuracy by independent immunoprecipitations of endogenous proteins^19,20^. F-Med15 NSCs and parental NSCs were grown to large scale and nuclear extracts prepared (see Methods). We were interested in proteins that can bind to the Mediator complex relying solely on protein–protein interactions and not being mediated via chromatin, which may co-purify with a chromatin-binding factor such as the Mediator complex. We reasoned that proteins interacting with Mediator by protein–protein interaction would not show a reduced interaction efficiency when treating the nuclear extract with the DNA–RNA digesting enzyme Benzonase or with ethidium bromide (EtBr), which intercalates in the DNA and disrupts protein-DNA interactions, as compared to untreated nuclear extracts (Fig. 1a). The used nuclear extract preparation procedure^21^ aims to minimize the amount of DNA/chromatin in the extract by gently douncing the nuclei as a method for lysis. Nevertheless, remnants of DNA/chromatin do get released from the nuclei into the extract (Fig. 1b, Untreated). Addition of benzonase completely removed chromatin/DNA from the extract. (Fig. 1b, compare Benzonase to Untreated). We purified the Mediator complex by FLAG-affinity from nuclear extracts treated with Benzonase, with EtBr or not treated, as well as from parental NSCs as a control. Purified Mediator samples and control samples were analyzed by mass spectrometry to identify the proteins present in these samples. We selected proteins that were specific for Mediator samples and that did not go down in abundance (less than two-fold drop in emPAI score) when comparing purifications from nuclear extracts treated with Benzonase or EtBr, to purifications from untreated extracts (see Methods). To be included in our final list of Mediator-interacting proteins (Fig. 1c, Supplementary Data 1), selected proteins also had to be specifically present in an independent replicate of the Mediator purification from Benzonase-treated nuclear extract (Supplementary Data 1).

**Fig. 1:**
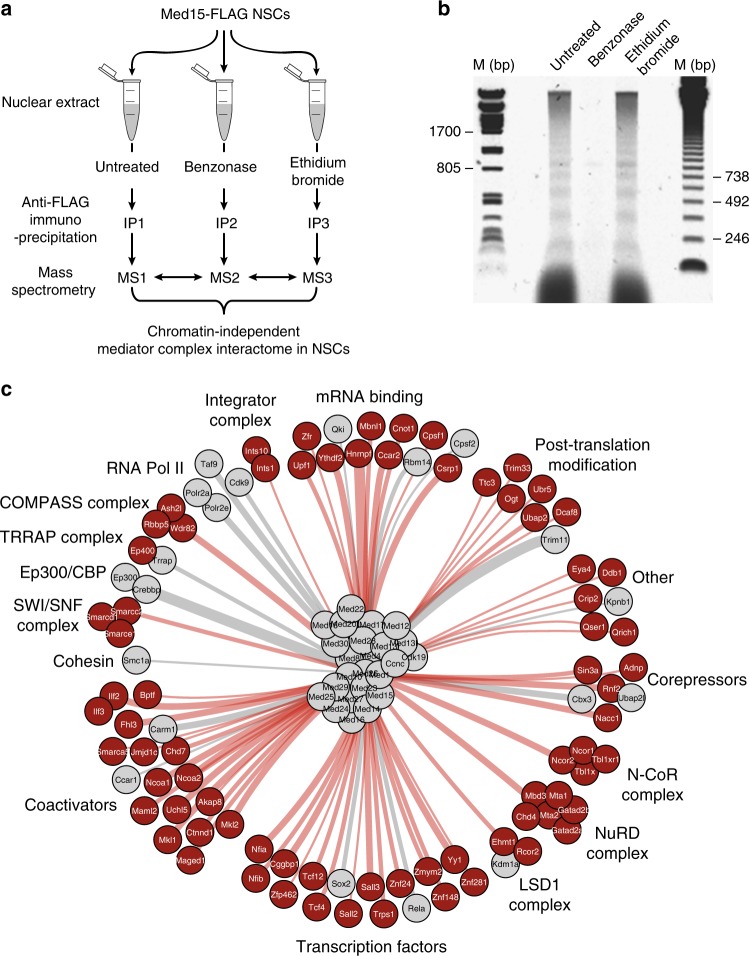
Mediator complex interactome in neural stem cells. **a** Schematic representation of Mediator complex purifications from neural stem cells (NSCs) expressing Med15-FLAG. Mass spectrometry results of the three conditions were compared to select proteins that do not decrease in abundance upon treatments as chromatin-independent Mediator complex interactors. IP immunoprecipitation, MS Mass spectrometry. **b** Agarose gel with DNA from untreated NSC nuclear extract or nuclear extract treated with Benzonase or Ethidium Bromide, as indicated. DNA size markers (M) are indicated. Source data are provided as a Source Data file. **c** Interactome of the Mediator complex in NSCs. Novel Mediator interaction partners are in red, known Mediator interaction partners are in grey. Thickness of the edges gives an indication of the relative molar protein quantity observed in the purified Mediator complex samples

### A Mediator interactome in neural stem cells

We identified 122 Med15-interacting proteins from the four FLAG-Med15 purifications (Fig. 1c, Supplementary Data 1), of which 26 proteins are core-subunits of the Mediator complex, leaving 96 proteins that we postulate as Mediator complex-interacting proteins. The vast majority of these Mediator-interacting proteins, 77 proteins, were not previously identified as binding to Mediator (Fig. 1c, indicated in red). Mediator-interacting proteins may interact with Mediator directly or via other proteins. A number of well-known constituents of enhancers such as Ep300, Chd7, LSD1 complex, NuRD complex and SWI-SNF complex were identified as interactors of Mediator (Fig. 1c, Supplementary Data 1). Cohesin subunit Smc1a^18^ was identified, whereas Cohesin subunit Smc3 and Cohesin loader Nipbl were observed in three out of four Mediator purifications and are therefore not part of the final Mediator interactor list (Supplementary Data 1). Ep300, Crebbp, Chd7, Kdm1a (LSD1 complex), Chd4 (NuRD complex), Smc1a (Cohesin) and Brg1 (SWI-SNF complex) were recently shown, like Mediator, to have higher binding densities at super enhancers (SEs) in embryonic stem cells, as compared to typical enhancers^8^. Other transcriptional activators and repressors interacting with Mediator included Ncoa1-2, the COMPASS complex, Integrator complex, TRRAP complex and N-CoR complex (Fig. 1c). We identified histone demethylase Jmjd1c and arginine demethylase Carm1 as Mediator interactors. Carm1 was recently identified to bind Med9 in a high throughput interaction screen^22^. We independently confirmed the interactions of Jmjd1c and Carm1 with Mediator by reverse co-immunoprecipitations with Carm1 antibodies (Fig. 2a) and Jmjd1c antibodies (Fig. 2b). One prominent Mediator interactor category is mRNA binding proteins (Fig. 1c). We find that Mediator interacts with alternative splicing regulators Hnrnpf and Mbnl1 and cleavage and polyadenylation factors Cpsf1 and Cpsf2. These interactions may facilitate the role that Mediator plays in regulating alternative splicing and alternative cleavage and polyadenylation of pre-mRNAs^23^.

**Fig. 2:**
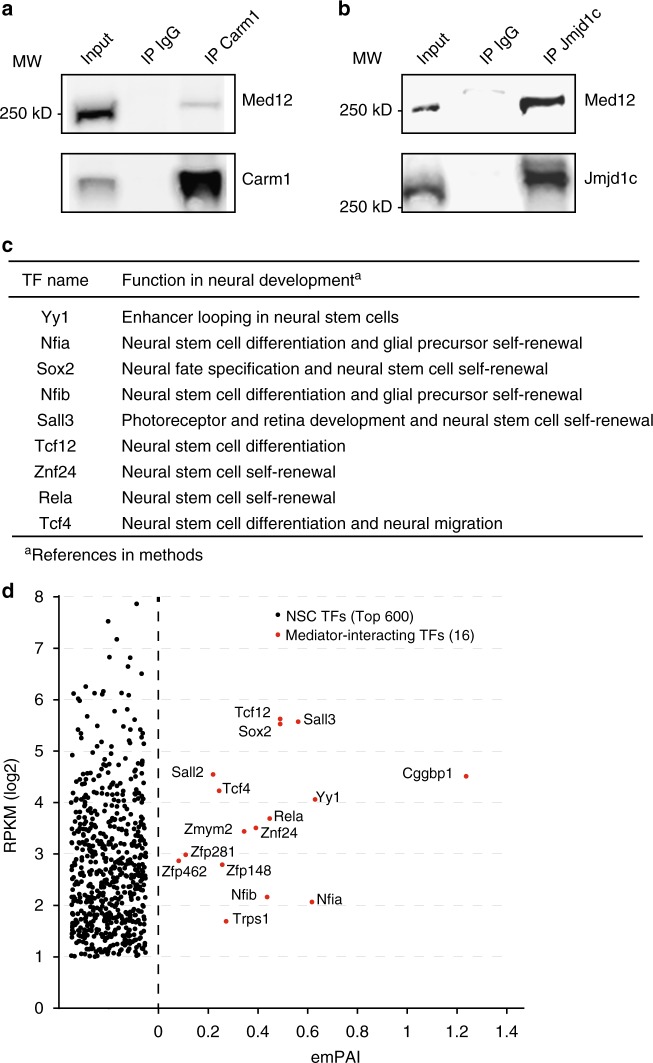
Mediator complex interactor validation. **a** Immunoprecipitation (IP) of Carm1 and Med12 by a Carm1 antibody from NSC nuclear extract. Western blots are probed with the indicated antibodies. Control IP by rabbit IgG and 5% input are also shown. Source data are provided as a Source Data file. **b** Immunoprecipitation (IP) of Jmjd1c and Med12 by Jmjd1c antibody from NSC nuclear extract. Western blots are probed with the indicated antibodies. Control IP by rabbit IgG and 5% input are also shown. Source data are provided as a Source Data file. **c** Function in neural development of identified Mediator-interacting transcription factors in NSCs. References are provided in the Methods. **d** mRNA levels in NSCs of Mediator-interacting transcription factors (TFs) and the Top 600 highest expressed TFs in NSCs. The average emPAI scores, a semi-quantitative mass spectrometry-based measure of molar amounts, in the four Mediator complex purifications is shown for Mediator–interacting TFs

Mediator has been identified as a co-activator of many DNA sequence-specific transcription factors, often nuclear hormone receptors^2,24,25^. We identified 16 DNA sequence-specific transcription factors (TFs) of which 14 are novel Mediator interactors (Fig. 1c). Identified TFs include NFI TFs Nfia and Nfib, Sox2 and E-box TFs Tcf4 and Tcf12. The majority of these TFs have an important function in the regulation of NSCs (Fig. 2c). To test whether detected Mediator-interacting TFs are the highest expressed TFs in NSC, which could explain their detection by mass spectrometry, we plotted the 16 detected TFs against the 600 highest expressed TFs (by RNA-seq) in our NSCs. We find that Mediator-interacting TFs are not the highest expressed TFs in NSCs (Fig. 2d). This suggests that the detection of our Mediator-interacting TFs is primarily related to their high binding affinity for Mediator, as compared to many other, not detected, TFs.

Brd4 has been shown to strongly colocalize with Mediator at enhancers and promoters. Despite our high sensitivity of detecting Mediator interactors, we did not detect Brd4 in any of our FLAG-Med15 purifications (Supplementary Data 1 and data not shown). We also did not detect Jmjd6 and Nsd3, functional interaction partners of Brd4^10,26^, in any purification.

To validate our FLAG-affinity approach, we also purified endogenous Mediator from NSCs by immunoprecipitation with a Med12 antibody (Supplementary Data 2). We find back 60 of the 96 interactors identified in FLAG-Mediator purifications, including 11 transcription factors. With the lower sensitivity and higher background generally observed in endogenous IPs, we consider this number of overlapping Mediator interactors a validation of our FLAG-Mediator purifications.

In conclusion, we expanded the Mediator interactome with many transcription-associated factors and our experimental set-up suggests that these interactions are independent of chromatin.

### Mediator-based super enhancers in neural stem cells

High-Mediator content is a defining feature of so-called super enhancers (SEs)^7^. SEs have not been defined yet in NSCs. 

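Chromatin of untreated NS-5 cells, a mouse neural stem cell line grown with EGF and FGF2, was fixed and precipitated with an antibody against Med1, a subunit of the Mediator complex that links transcription factors to RNA polymerase II, or with IgG as control. For each antibody 1 sample was used here, so the values have no replicate error, no test across samples was possible and no p-values are given. The authors aligned the reads to the mouse genome build mm9 with Bowtie 0.12.7, removed duplicated reads and called Med1 sites with MACS 1.4.2 against IgG. They took NSC enhancers as regions with both the acetyltransferase Ep300 and H3K27ac, a histone mark of active enhancers, and the ROSE algorithm joined enhancers within 12.5 kb of each other. For each joined region the authors' table gives the Med1 and the IgG signal, as read density scaled to the number of mapped reads and summed over the region, so that the signal grows with the length of the region. The number of reads per sample is not given in the sources used here, and the depth behind each signal is therefore unknown. The table holds 8089 regions joined from 9872 enhancers, and its ranks follow Med1 minus IgG signal, with values below 0 set to 0. In 367 regions, all of them typical enhancers, the Med1 signal was below the IgG signal. The Med1 list holds 19956 sites with a median width of 1502 bp and gives the start and end of each site, but no summit, height or p-value. From these files signals were summarised per region and per kb of region, and regions and sites were placed on the gene annotation GENCODE vM1, which uses the same build. Shares carry 95% Wilson intervals, and ratios of medians carry 95% intervals from 2000 bootstrap samples of regions. Both cover the counting of regions or sites within 1 sample only.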

We identified SEs in NSCs by ranking NSC enhancers, which were previously defined by the presence of the H3K27ac mark and Ep300^27^, by their Med1 ChIP signal using the ROSE algorithm^7,9^. Accordingly, we identified 445 SEs in NSCs and assigned the 9436 remaining enhancers as typical enhancers (Fig. 3a, b, Supplementary Data 3). 

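SEs held 31.6% of all Med1 signal in NSC enhancers on 24.3% of the enhancer length, and 24.1% of the IgG signal. The median Med1 signal was 6862 in SEs (quartiles 5496 and 9445) and 723.9 in the 7644 typical enhancers of the table, which are regions joined from 8855 enhancers (quartiles 324.6 and 1475), a ratio of 9.48 (95% bootstrap interval 8.99 to 10.2). SEs were also longer, with a median of 15196 bp against 1759 bp, and per kb of region the Med1 signal was 499 against 359.4, a ratio of 1.39 (interval 1.28 to 1.49). The IgG signal per kb was 127.6 in SEs and 131.9 in typical enhancers, a ratio of 0.967 (interval 0.933 to 1.02). The highest-ranked SE, nearest to the GTPase gene Arl4d, lay on chromosome 11 of mm9 from 101502299 to 101519975 and had a Med1 signal of 51323 and an IgG signal of 5568. It was followed by a region of chromosome 15 near Wnt7b, which encodes a Wnt ligand, and the microRNA gene Mirlet7c-2, with a Med1 signal of 51211, and by 3 regions near the DNA repair gene Rad51c on chromosome 11. The regions from rank 6 to 10 were nearest to Angel1, the retinoic acid receptor gene Rara, the transcription factor gene Nfia, Mreg and Cuedc1, of which Rara and Cuedc1 also lie on chromosome 11. Genes annotated as U RNA, small RNAs of splicing and RNA processing, lie in several of these SEs: U2 at Arl4d and Mreg, and U3 or U1 at Rad51c. SEs were spread unevenly over the chromosomes: on chromosome 11, 64 of 497 enhancer regions were SEs (12.9%, Wilson interval 10.2 to 16.1%), against 5.06% over all other autosomes, and on chromosome 15 the share was 9.84%. The median IgG signal per kb of typical enhancers was 203.4 on chromosome 11 and 172 on chromosome 15, and lay between 115.2 and 133.7 on all other autosomes. Chromosome 17 had a share of 8.01%, 23 of 287 regions, without a raised IgG signal (119). The 445 SEs of the table have the coordinates of Supplementary Data 3, and applying ROSE's tangent rule to the Med1 minus IgG signal gave 446 SEs. The count depends on the ranking signal and on the regions included: it was 200 when ranked by signal per kb (43 of them among the deposited SEs), 414 when ranked by Med1 without subtracting IgG, a setting added after seeing the data (377 among the deposited SEs), 214 without regions that overlap no Med1 site and 707 without the 10 highest-ranked regions. With Med1 minus IgG divided by the IgG level of each chromosome, a setting chosen after seeing the data, it was 462, of which 408 were among the deposited SEs, and chromosome 11 then had 35 SEs (7.04% of its regions, against 5.61% on the other autosomes), a fall that the division itself brings about, while chromosome 17 then had the highest share, 10.1%. From the ranking of enhancers by their Mediator content, which it describes as a defining feature of SEs, the paper identifies the SEs of NSCs and assigns the remaining enhancers as typical.

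**Figure D1:**
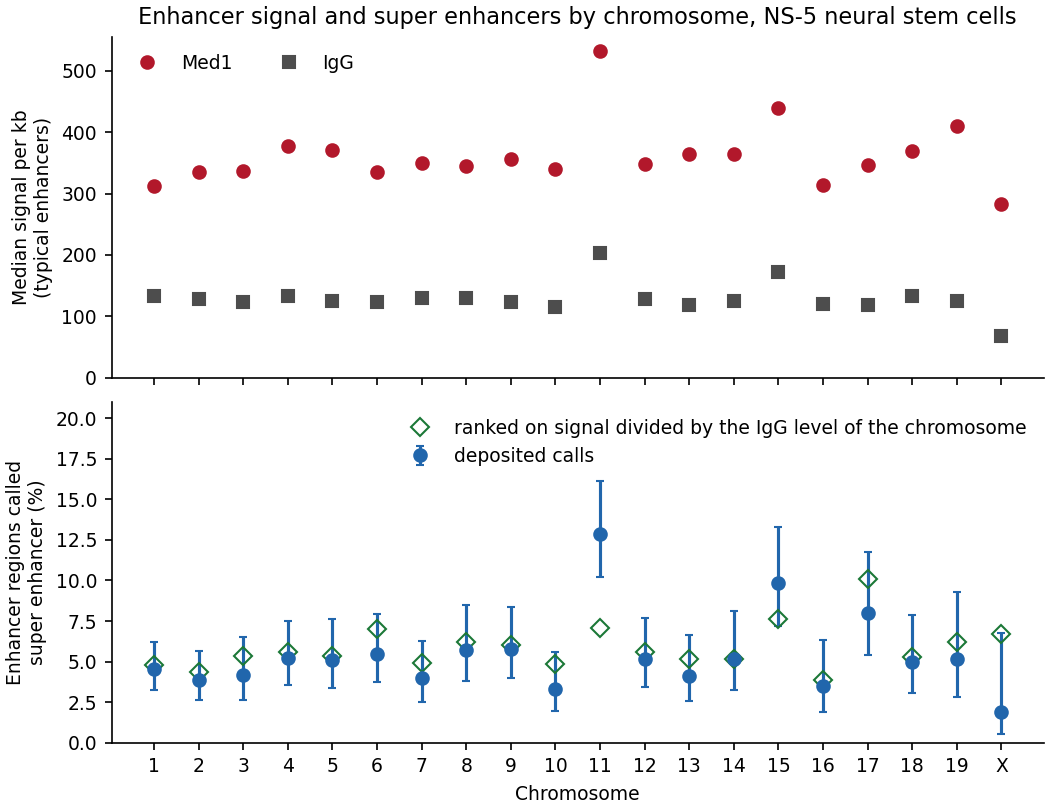
Enhancers by chromosome (x axis). The upper panel shows the median Med1 (red circles) and IgG (grey squares) signal per kb of typical enhancers, and the lower panel the percentage of enhancer regions that are SEs in the authors' table (blue, with 95% Wilson intervals) and after dividing Med1 minus IgG signal by the IgG level of each chromosome (open green diamonds). Chromosome 11 stands highest in both signals and in the deposited share of SEs, at 12.9%, and falls to 7.04% after the division.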

Transcription factors encoded by genes near top SEs include Mediator-interactors Nfia, Tcf4, Sox2 and Sall3 (Fig. 3b). 

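Of 16 Mediator-interacting TFs, 5 were the nearest active gene of an SE. Nfia, a factor of gliogenesis, ranked 8: its SE on chromosome 4 from 97268244 to 97333957 lies in an intron of E130114P18Rik, 105468 bp from the Nfia TSS, and holds 7 Med1 sites at a Med1 signal of 28191 and an IgG signal of 7577. Its Med1 minus IgG signal was 47.6 times the median of typical enhancers. The SE of Sox2, a factor that keeps neural stem cells undifferentiated, ranked 109 on chromosome 3 from 34338789 to 34366158, in an intron of Sox2ot and 182769 bp from the Sox2 TSS. Its Med1 signal was 9924 and its IgG signal 2983. The best ranks of the other members were 35 for Tcf4, 161 for Sall3 and 367 for Nfib. Among all 22238 protein-coding genes of the annotation, which include genes not active in NSCs, 1.52% were the nearest active gene of an SE. Of 15 markers of NSCs and radial glia, 8 had an SE, with the best ranks at Hes1 (22), an effector of Notch signalling, the intermediate filament gene Nes (41) and the glutamate transporter gene Slc1a3 (53), which lies on chromosome 15 with its raised IgG signal. Msi2, an RNA-binding protein gene on chromosome 11, where IgG is also raised, had 3 SEs and a best rank of 74. Of 14 genes of EGF and FGF signalling and its feedback, 10 had an SE, among them Ccnd1 (rank 25), Fgf1 (56), Etv5 (88), Spry2 (124) and, on chromosome 11, Egfr (162). Of 9 Kruppel-like factors 6 had an SE, with Klf15 (99) and Klf9 (137) highest, and of 8 POU class 3 and SALL factors 4 had one, led by Pou3f1 (46). Of 10 oligodendrocyte lineage genes 3 had an SE, Olig1 (23), Sox8 (189) and Olig2 (214), and of 10 Notch pathway genes 2, Hes1 and Notch1 (173). No SE was assigned to any of 10 neuronal, 8 astrocyte or 7 pluripotency genes, or to any of 9 genes of endothelium, microglia and mesoderm, but the paper assigns SEs to active genes only, so that genes silent in NSCs could not receive one whatever their Med1 signal. The paper's assignment of each SE to its nearest active gene was used, and part of it had been seen when the lists were written, so the counts are descriptions and not independent evidence.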

We find that active genes near SEs (SE genes) in NSCs are, on average, several fold higher expressed than genes near typical enhancers (Fig. 3c). DNA motif enrichment analysis revealed that E-box, NFI and SOX motifs were the first, second and third most frequent TF DNA binding motifs in Mediator peaks, both within typical enhancers and SEs (Fig. 3d). These motifs were also previously observed in NSC enhancers defined by H3K27ac and Ep300^27^. 

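Within 100 bp of the midpoint of Med1 sites in typical enhancers, an E-box (CAGNTG), which is bound by factors such as Tcf4 and Tcf12, was present at 53.1% of 4160 sites (95% Wilson interval 51.6 to 54.6%), the NFI core TTGGC at 46.5% (45.0 to 48.0%) and a SOX motif (ACAAWG or CCWTTGT) at 33.8% (32.4 to 35.3%). In SEs the shares were 48.9% (45.9 to 51.8%), 43.7% (40.8 to 46.6%) and 30.7% (28.1 to 33.5%) of 1113 sites, the same order. Shuffling each sequence with its dinucleotides kept gave 48.7% for the E-box, 45.0% for the NFI core and 23.3% for SOX in typical enhancers, and 48.6%, 44.3% and 20.8% in SEs. Shuffled sequence therefore had the same order. The SOX motif was thus 1.45 times as frequent as in shuffled sequence in typical enhancers and 1.48 times in SEs, while the E-box CAGNTG reached 1.09 and 1.01 times and the NFI core 1.03 and 0.985 times. With E-boxes taken as any CANNTG the shares were 72.6% and 67.9%, against 70.4% and 69.3% in shuffled sequence, so in SEs not above it. Taken as CASSTG they were 34.7% and 33.4%, below the NFI core but above the 29.8% and 30.4% of shuffled sequence. The full NFI palindrome was found at 5 sites in typical enhancers (0.12%) and at none in SEs, which allows a share of up to 0.344%. Around the midpoints of Carm1 or Jmjd1c sites that lie inside Med1 sites, a choice made after seeing the data because these sites are narrow, the SOX motif reached 42.5% of 3642 positions in typical enhancers, 1.84 times the shuffled share, and 40.5% of 1152 in SEs, 2.01 times. The E-box CAGNTG there reached 60.0% and 57.1%, which is 1.18 and 1.14 times the shuffled share, and CASSTG 41.0% and 44.8%, against 31.6% and 32.8% in shuffled sequence, a larger excess. The NFI core there was at 54.0% and 52.7%, also above the shuffled 48.0% and 47.9%, and the full palindrome at 11 positions in typical enhancers (0.302%, against 0.0412% in shuffled sequence) and at none in SEs. These positions pool both factors. In typical enhancers 58.0% and in SEs 61.7% of Carm1 sites had a Jmjd1c midpoint within 200 bp, so the same sequence can be counted more than once. Midpoints of the wide Med1 sites are poor stand-ins for summits, and fixed patterns were counted in place of HOMER's matrices. Within 50 bp the shares fell by more than 1.5 times in each category, with the order of the 3 motifs unchanged.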

Interestingly, TFs that can bind these motifs are well represented within the select group of TFs that we find interacting with Mediator, with Tcf4 and Tcf12 binding E-box motifs, Nfia and Nfib binding NFI sites and Sox2 binding SOX sites. In summary, we identified SEs in NSCs and find that the E-box motif is the most frequently occurring motif in Mediator peaks within typical enhancers and SEs in NSCs.

**Fig. 3:**
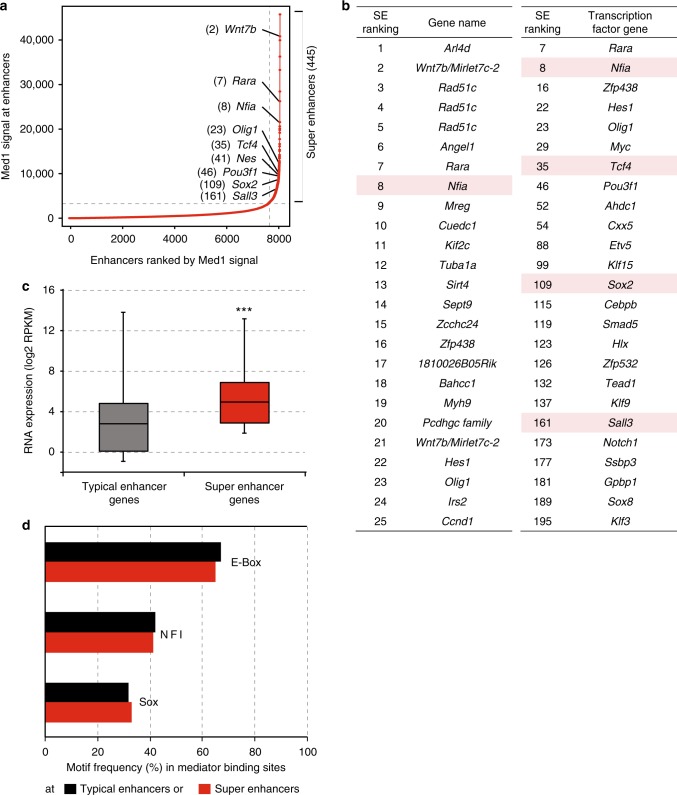
Super enhancers in neural stem cells. **a** Distribution of Med1 ChIP-seq signal (total reads) in enhancer regions in NSCs. 445 enhancers regions in the right upper quadrant are postulated as super enhancers. Examples of genes near super enhancers and the super enhancer rank are indicated. Source data are provided as a Source Data file. **b** Top 25 super enhancers (SEs) in NSCs, ranked by Mediator content, and their nearest active gene (left panel). Top 25 active transcription factor genes nearest to SEs (Right panel). SE rank is indicated. Genes encoding transcription factors that we identified as Mediator interactors are red-shaded. **c** Distribution of mRNA expression in NSCs of active genes nearest to SEs and active genes nearest to typical enhancers, but not nearest to SEs. Whiskers represent ultimate range. Significance of the difference in mRNA levels between two gene categories was assessed by Student *t*-test (***p < 0.001). Source data are provided as a Source Data file. **d** Most frequent transcription factor DNA motifs in Mediator-binding sites at typical enhancers and SEs. Motif frequency is indicated as the percentage of all Mediator-binding sites at typical enhancers or SEs that harbour this motif

### Overlap Mediator and interaction partners outside promoters

The identification of Mediator-binding sites in NSCs allowed us to probe its genome-wide overlap with identified Mediator interaction partners. We first focused on Mediator-interacting transcription factors, which with their sequence-specific DNA binding capacity would be candidates for Mediator-recruitment to the genome. Using published ChIP-seq datasets for TFs Nfia and Nfib (combined ChIP-seq; NFI) and Sox2^27^, we found that binding sites of NFI and Sox2 highly overlap with Mediator-binding sites outside promoters, including at typical enhancers and SEs (Fig. 4a). Using our Tcf4 ChIP-seq dataset^28^, we show that Tcf4 has an even higher overlap with Mediator outside promoters, at typical enhancers and at SEs (Fig. 4a), consistent with the finding that the E-box is the most frequent TF motif at Mediator-binding sites in enhancers and SEs in NSCs (Fig. 3d). The sum of binding sites of Tcf4, Sox2 and NFI (T + S + N) covers nearly 80% of all Mediator-binding sites outside promoters and over 80% of Mediator-binding sites within typical enhancers and SEs (Fig. 4a). The combined binding sites of representatives of three TF families that we find interacting with Mediator, could therefore potentially account for nearly all recruitment of Mediator outside promoters in NSCs. Examples of the overlap of Mediator with Mediator-interacting TFs are shown in Fig. 4b and c.

**Fig. 4:**
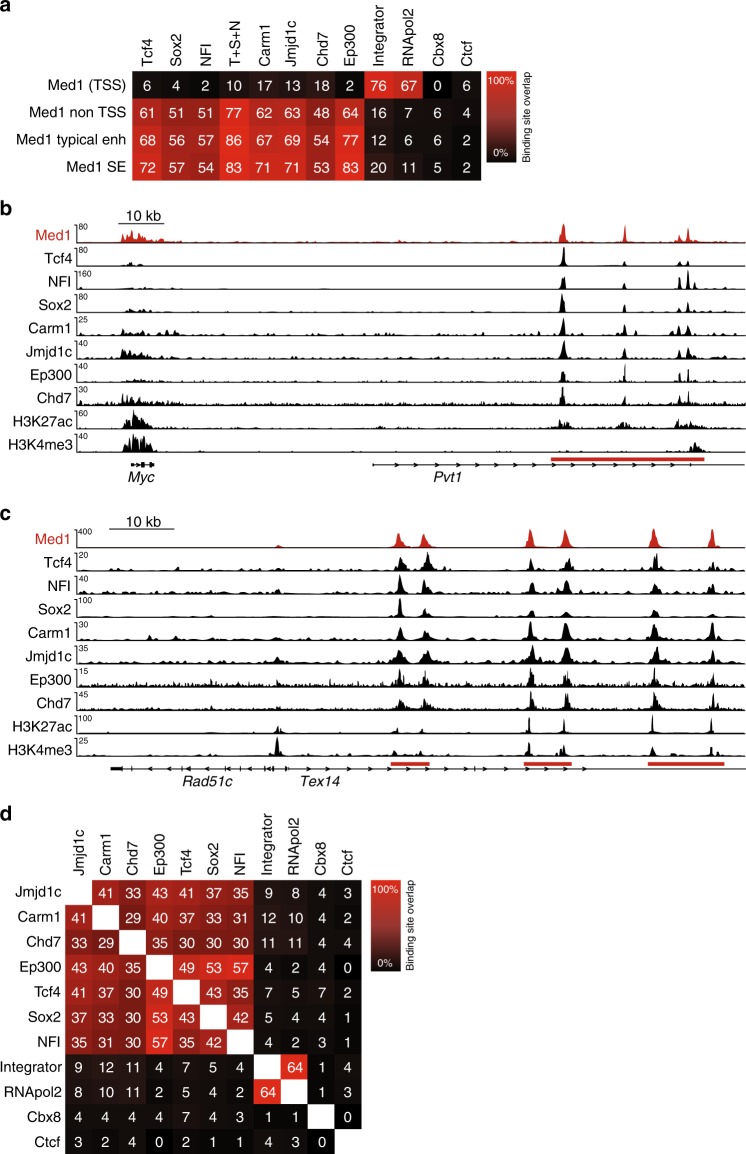
Binding site overlap of Mediator complex and its interactors. **a** Percentage overlap of genome-wide binding sites of Mediator (Med1) with Mediator-interactors Tcf4, Sox2, NFI (Nfia + Nfib), Carm1, Jmjd1c, Chd7, Ep300, Integrator complex (Ints11 subunit), and RNApol2 in NSCs. Cbx8 and Ctcf were not identified as Mediator interactors and serve as negative controls. Percentages overlap of binding sites, as determined by ChIP-seq, are indicated. T + S + N, sum of the binding sites of Tcf4, Sox2, and NFI. TSS, within 1 kb of a transcription start site. **b** Overlap of binding sites of Mediator (Med1) with binding sites of Mediator interactors at the *Myc* locus in NSCs. ChIP-seq tracks for the indicated proteins and histone modifications at the *Myc* gene are shown. The *Myc* SE in the adjacent (inactive) *Pvt* gene is indicated with a red bar. Range of reads per million per base pair is indicated on the *y*-axis. Scale bar is indicated. **c** Overlap of binding sites of Mediator (Med1) with binding sites of Mediator interactors at the *Rad51c* locus in NSCs. ChIP-seq tracks for the indicated proteins and histone modifications at the *Rad51c* gene are shown. The *Rad51c* SEs in the adjacent (inactive) *Tex10* gene are indicated with red bars. Range of reads per million per base pair is indicated on the *y*-axis. Scale bar is indicated. **d** Overlap of genome-wide binding sites of Mediator interactors and Cbx8 and Ctcf in NSCs. Percentages overlap of binding sites, as determined by ChIP-seq, are indicated

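Carm1, an arginine methylase, and Jmjd1c, a demethylase of H3K9, shared sites with each other. Midpoints of the 2 factors lay within 200 bp at 34.7% of the 8759 Carm1 sites (95% Wilson interval 33.7 to 35.7%), against at most 0.491% after local random moves. The share was 23.3% at promoters, 38.6% outside promoters, 58.0% in typical enhancers (56.0 to 60.0%) and 61.7% in SEs (57.7 to 65.5%). In the other direction, 37.6% of the Jmjd1c sites had a Carm1 site, with 25.0% at promoters and 59.0% in SEs. Sites of both factors are narrow, and asking for 1 bp of overlap gave a similar share of Carm1 sites, 37.5%.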

Subsequently, we investigated the overlap of Mediator with interacting chromatin modifiers. We performed ChIP-seq for identified Mediator-interactors arginine methylase Carm1 and H3K9 demethylase Jmjd1c. 

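Carm1, an arginine methyltransferase that acts as a transcriptional coactivator, and Jmjd1c, a demethylase of the repressive H3K9 methyl mark, were precipitated from the same NS-5 cells, with 1 sample each. As for Med1, the authors' lists give the start and end of each site in mm9, without summit, height or p-value, and hold 8759 Carm1 sites with a median width of 269 bp and 8078 Jmjd1c sites with a median width of 312 bp. The methods name default MACS settings, but the names of the 2 lists carry different numbers that look like p-value thresholds, so the lists can differ in stringency and shares of Carm1 and Jmjd1c are not measures of relative occupancy. No signal was given for the 2 factors in enhancer regions, so presence and position of sites were used. Of the Carm1 sites, 25.8% lay within 1.5 kb of a TSS, 27.3% in typical enhancers and 6.77% in SEs. For Jmjd1c these shares were 26.1%, 35.5% and 7.68%, and for Med1 45.8%, 20.8% and 5.58%. To follow the paper's overlap of the 5000 most significant sites by summits within 200 bp, the midpoint of a site stood for its summit and the first 5000 Med1 sites in the order of the list were set against all Carm1 or Jmjd1c sites, whose lists are in coordinate order. That the Med1 list runs by significance is taken from its values and not stated by the authors: over 3561 enhancers with 1 Med1 site, the position in the list ran against Med1 minus IgG signal per kb (Spearman rho -0.49, across regions that are not independent replicates). The position ran more strongly against the width of the site (rho -0.65 over all Med1 sites), with a median of 2159 bp in the first 5000 sites and 1070 bp in the last 5000, and width can affect shares by midpoints and by overlap. The chance level was taken from 1000 draws in which all Carm1 or Jmjd1c sites were moved, either around the chromosome by a random distance or locally by 5 to 50 kb.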

We found that Carm1 and Jmjd1c highly overlap with Mediator outside promoters, at enhancers and at SEs (Fig. 4a). 

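Among the first 5000 Med1 sites, those in enhancers had a Carm1 or Jmjd1c site at their centre more often than those at promoters. Midpoints within 200 bp of each other, the distance the paper uses between summits, were found with Carm1 at 27.7% of the 1754 Med1 sites outside promoters (95% Wilson interval 25.7 to 29.8%) and with Jmjd1c at 28.1% (26.0 to 30.2%). In typical enhancers the share was 34.4% of 749 sites for both factors (31.1 to 37.9%), and in SEs it was 28.7% for Carm1 (25.0 to 32.8%) and 28.3% for Jmjd1c (24.6 to 32.4%) of 515 sites. At the 3246 promoter sites the shares were 11.8% (10.8 to 13.0%) and 9.40% (8.44 to 10.4%), with intervals apart from those of the other categories. Med1 sites are wide, and asking for at least 1 bp of overlap raised the shares to 54.7% and 56.0% outside promoters, 60.3% and 60.7% in typical enhancers, 65.2% and 66.2% in SEs, and 27.5% and 22.9% at promoters. After local random moves the highest share in any category was 2.33% by midpoints and 9.71% by overlap, both in SEs. Among the first 5000 Med1 sites, the Nfia SE on chromosome 4 of mm9 holds examples of overlap alone. Pairs of Carm1 and Jmjd1c sites span 97285262 to 97285919 and 97292667 to 97293270, inside the Med1 sites at places 862 and 3182 of the list. Their midpoints lie more than 200 bp from those of the Med1 sites. The Med1 site of this SE at place 3073 overlaps no site of either factor. A later Med1 site of this SE, at place 15618 from 97327612 to 97329196, has midpoints of both factors within 200 bp. Counted from the sites of the other factors, the order of promoters and other sites turned: 17.0% of the Carm1 sites at promoters and 7.49% of those outside had one of the first 5000 Med1 sites within 200 bp, and 14.5% and 8.25% of the Jmjd1c sites. Only 1754 of these Med1 sites lay outside promoters, against 6498 of the 8759 Carm1 and 5973 of the 8078 Jmjd1c sites. The shares outside promoters were therefore limited in part by the number of Med1 sites there. The share with such a Med1 site was 25.0% for Carm1 and 23.5% for Jmjd1c in SEs, and 10.7% and 8.99% in typical enhancers. With all Med1 sites and 1 bp of overlap, 83.3% of the Carm1 sites at promoters, 47.0% outside, 70.2% in typical enhancers and 95.4% in SEs had a Med1 site. SEs are called on Med1 minus IgG signal, so their higher shares follow in part from how they were chosen. From the overlaps of Mediator with these factors, beside low overlaps with Cbx8 and Ctcf, which were not found to interact with Mediator, the paper concludes that Mediator shows high binding site overlap with Jmjd1c and Carm1 at enhancers and SEs.

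**Figure D2:**
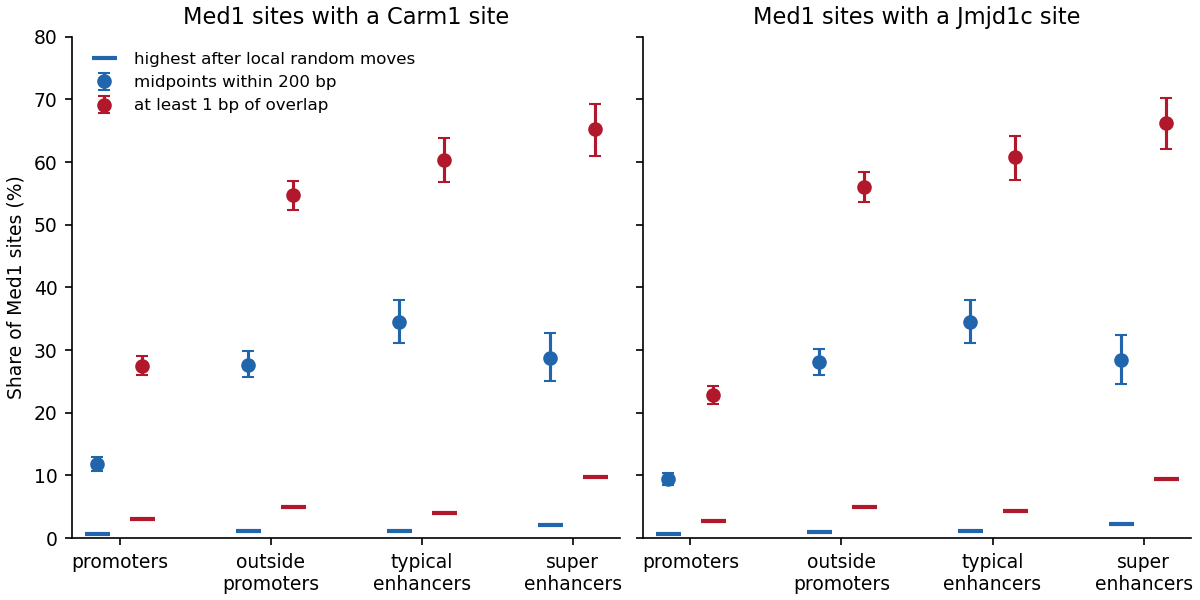
Share of the first 5000 Med1 sites (y axis, %) with a Carm1 site (left) or a Jmjd1c site (right), by category of Med1 site (x axis). Points are shares with 95% Wilson intervals, by midpoints within 200 bp (blue) or at least 1 bp of overlap (red), and short horizontal lines mark the highest share after local random moves of the sites. For both factors and both rules the share is lowest at promoters, and every share lies above its line.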

Chromatin remodeler Chd7 is known to bind enhancers in ES cells^29^ and indeed overlaps with Mediator at enhancers and SEs in NSCs (Fig. 4a). As expected, RNApol2 and its associated Integrator complex^30^ show a high overlap with Mediator at promoters (Fig. 4a). Polycomb protein Cbx8 and insulator protein Ctcf, which we never found interacting with Mediator, show low genome overlaps with Mediator (Fig. 4a). Examples of the overlap of Mediator with interacting chromatin modifiers are shown in Fig. 4b and c. 

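Near Myc, the gene of a growth-promoting oncogenic transcription factor, the SE ranked 29 lies on chromosome 15 of mm9 from 61908412 to 61941902, in an intron of Pvt1 and 91466 bp downstream of the Myc TSS. It holds 3 Med1, 4 Carm1 and 3 Jmjd1c sites, and each Carm1 and Jmjd1c site lies inside a Med1 site. At the first of the Med1 sites, from 61910006 to 61912252, the Carm1 site covers 61910720 to 61911341 and the Jmjd1c site 61910706 to 61911504. Its Med1 signal per kb was 468.7 and its IgG signal per kb 118.8, below the raised IgG median of typical enhancers on this chromosome. The SEs ranked 3, 4 and 5, assigned to Rad51c, a gene of homologous recombination, lie on chromosome 11 from 87275110 to 87285154, from 87256127 to 87262339 and from 87235422 to 87240416, in introns of Tex14, whose TSS is next to that of Rad51c. They were short, with high Med1 signals per kb of 3956, 5932 and 6205, and their IgG signals per kb of 344.5, 575.1 and 510.3 were also above the raised median of this chromosome. Each holds genes annotated as U3 or U1 RNA, small RNAs of ribosomal RNA processing and of splicing. The 5 Med1, 5 Carm1 and 5 Jmjd1c sites in these SEs each overlap such an RNA gene, and the Carm1 and Jmjd1c sites form 5 overlapping pairs, such as the Carm1 site from 87261909 to 87262737 and the Jmjd1c site from 87262076 to 87262781.

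**Figure D3:**
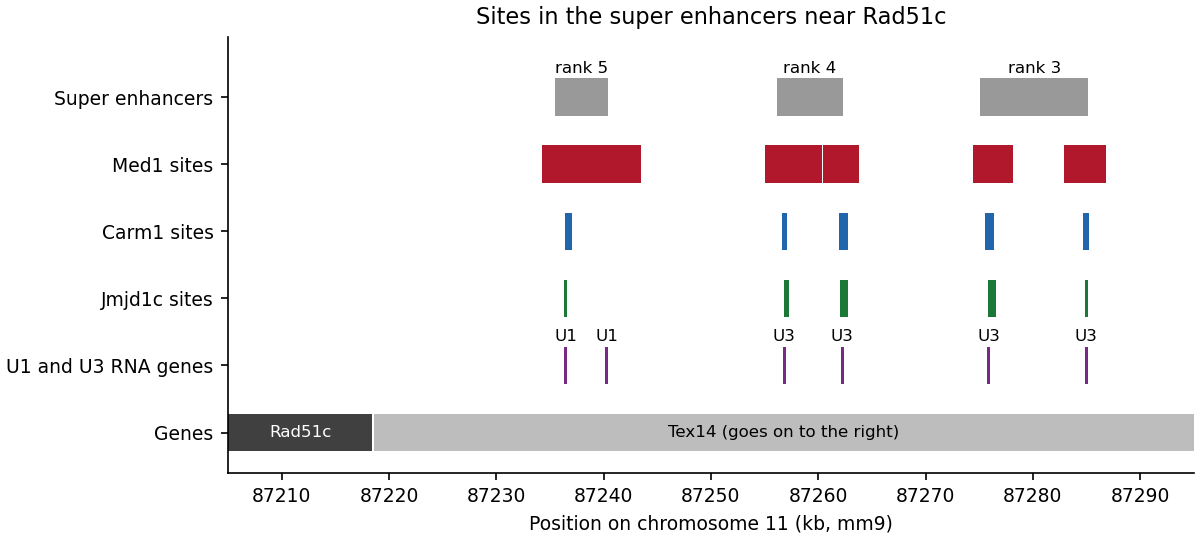
Map of the region of chromosome 11 (x axis, position in kb, mm9) that holds the 3 SEs assigned to Rad51c, with Med1, Carm1 and Jmjd1c sites, U1 and U3 RNA genes and the genes Rad51c, which extends to the left, and Tex14, which extends to the right. Each pair of Carm1 and Jmjd1c sites lies inside a Med1 site and on a U1 or U3 RNA gene.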

As expected, we also find high overlaps between Mediator-interacting TFs and Mediator-interacting chromatin modifiers (Fig. 4d). 

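Taken by enhancer, Med1, Carm1 and Jmjd1c sites were all present in 329 of 445 SEs (73.9%, 95% Wilson interval 69.7 to 77.8%) and in 1243 of 7644 typical enhancers (16.3%, interval 15.5 to 17.1%). A Carm1 site was present in 83.6% of SEs and 30.5% of typical enhancers, a Jmjd1c site in 82.9% and 36.2%, and either of them in 92.1% and 46.0%. A Med1 site was present in 99.6% of SEs and 51.3% of typical enhancers. SEs are called on Med1 minus IgG signal, so this difference follows in part from how they were chosen. The same choice enters the shares with all 3 factors, here and below. SEs are longer and so hold more sites by length alone. Among typical enhancers drawn to match SEs in length, all 3 factors were present in 36.7% (29.9 to 45.4% over 1000 draws), Carm1 in 53.3% and Jmjd1c in 59.4%, below the shares of SEs in every draw. Per 10 kb of region, SEs held 1.45 Med1, 0.768 Carm1 and 0.804 Jmjd1c sites, fewer than the 1.84, 1.04 and 1.25 of typical enhancers. The region length includes the stretches between joined enhancers, 1017 of which make up the 445 SEs and 8855 the 7644 typical regions. A site that overlaps by 1 bp is counted whole, which weighs more in short regions. These densities therefore do not show that sites are sparser within the enhancers of SEs. Few typical enhancers are as long as the longest SEs, and the smallest class of matched lengths held 3 typical enhancers. With the first 5000 Med1 sites in place of all, the shares with all 3 factors were 63.4% and 4.87%, and with the first 2500 they were 48.8% and 1.79%.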

We conclude that Mediator shows high binding site overlap at enhancers and SEs with interacting TFs Tcf4, NFI and Sox2 and with interacting chromatin modifiers Jmjd1c, Carm1 and Chd7.

We tested whether genome recruitment of Mediator depends on some of its interacting TFs. We performed shRNA-mediated knock-down for TFs, Tcf4 or Sox2 (Fig. 5a). We selected a number of enhancers from our ChIP-seq data for Mediator, Tcf4 and Sox2 where Mediator genome binding overlaps with genome binding by Tcf4 and Sox2. 

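At 4 of the 5 selected positions a Med1 site covered the position itself. Upstream of Olig1, a gene of the oligodendrocyte lineage, the position -6.7 kb from the TSS on chromosome 16 lies between genes in the Med1 site from 91261435 to 91265610, at place 339 of the list, and is also covered by a Carm1 site and a Jmjd1c site. It is in no enhancer region of the table. The position 30 kb downstream of Olig1 lies 2986 bp from a Med1 site and beside the Olig1 SE, from 91300931 to 91316898, which holds 3 sites of each of the 3 factors at a Med1 signal of 15259 and an IgG signal of 2689. In Tulp3, on chromosome 6, the intronic position 6 kb from the TSS is covered by Med1 (128298932 to 128301022), Carm1 and Jmjd1c sites, in a typical enhancer of rank 1152. In Klf15, which encodes a Kruppel-like factor, the intronic position at 8.6 kb is covered by sites of all 3 factors as well, with the Med1 site from 90420572 to 90422213, in a typical enhancer of rank 1233. In the Notch ligand gene Jag1, on chromosome 2, the intronic position at 6.5 kb is covered by the Med1 site from 136934902 to 136936981. A Carm1 site lies 148 bp away and the nearest Jmjd1c site 218020 bp away. Distances were counted from the 5' end of each gene in the annotation, so positions are approximate, and list places rest on the order of the Med1 list.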

We find by Med12 ChIP RT-PCR that Mediator is indeed highly enriched at the selected sites (Fig. 5b). Knock-down of Tcf4 significantly reduced Mediator binding at all five selected sites (Fig. 5c). Knock-down of Sox2 significantly reduced Mediator binding at enhancers 6.7 kb upstream from *Olig1* and 6 kb in *Tulp3* (Fig. 5d). We find that Mediator binding at 30 kb downstream of *Olig1*, 8.6 kb in *Klf15* and 6.5 kb in *Jag1* are not significantly affected by Sox2 knock-down (Fig. 5d). We conclude that efficient Mediator recruitment to individual genomic sites can depend on its interaction partners Tcf4 or Sox2.

**Fig. 5:**
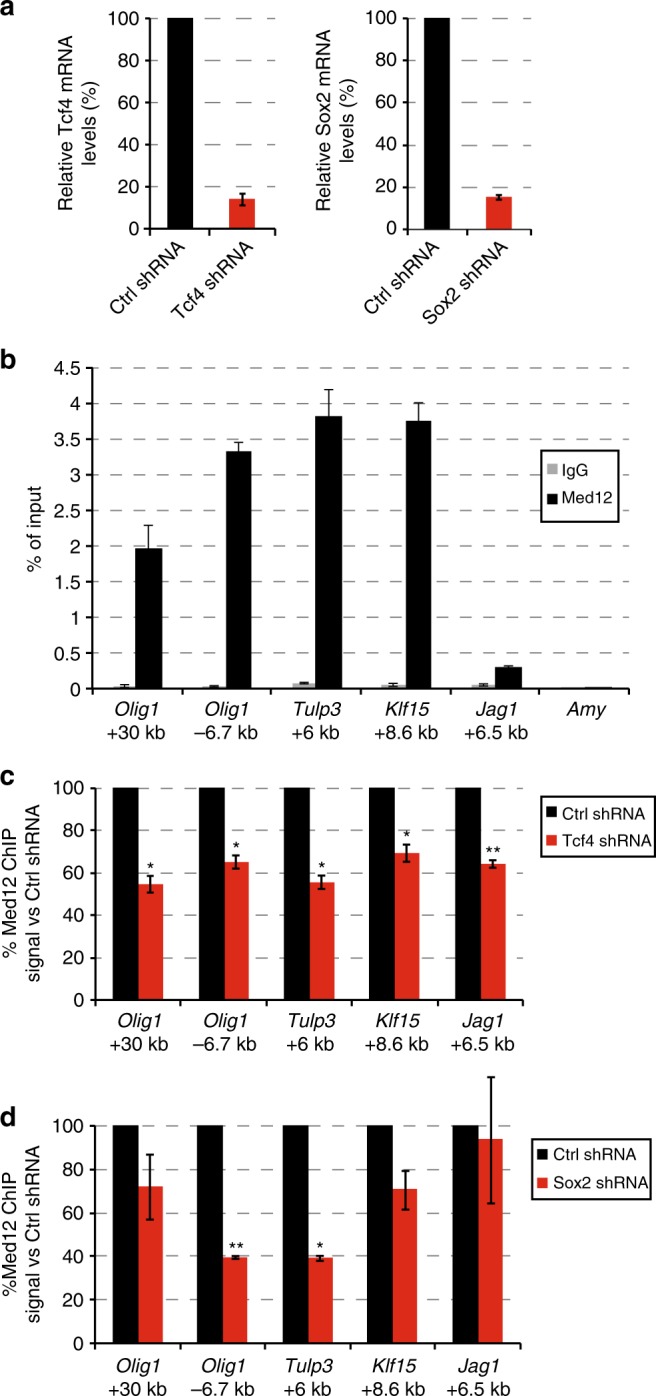
Mediator genome recruitment upon knock-down of Tcf4 or Sox2. **a** Relative mRNA levels of Tcf4 48 h after transfection with pSuper-Tcf4-shRNA or pSuper-control-shRNA (left panel), Relative mRNA levels of Sox2 46 h after transfection with pSuper-Sox2-shRNA or pSuper-control-shRNA (right panel). Source data are provided as a Source Data file. **b** Mediator ChIP signal on selected enhancers at the indicated distances from the TSS of the indicated genes. RT-PCR signals on the indicated genome areas of Med12 ChIP (Med12) and control rabbit IgG ChIP (IgG) are indicated as percentage of chromatin input. Amylase (Amy) functions as a negative control genomic region. S.e.m. is indicated of two independent experiments. Source data are provided as a Source Data file. **c** Mediator ChIP signal at selected enhancers upon knock-down of Tcf4. Med12 ChIP RT-PCR signals on the indicated genome areas in NSCs transfected with a plasmid expressing Tcf4-shRNA are indicated as percentage of the ChIP signal of NSCs transfected with a plasmid expressing control shRNA. S.e.m. is indicated of two independent experiments. Significance of the difference in Med12 ChIP signal between Tcf4-depleted NSCs and control NSCs was assessed by an unpaired Student *t*-test (*p < *0.05*, **p < 0.01). Source data are provided as a Source Data file. **d** Mediator ChIP signal at selected enhancers upon knock-down of Sox2. Med12 ChIP RT-PCR signals on the indicated genome areas in NSCs transfected with a plasmid expressing Sox2-shRNA are indicated as percentage of the ChIP signal of NSCs transfected with a plasmid expressing control shRNA. S.e.m. is indicated of two independent experiments. Significance of the difference in Med12 ChIP signal between Sox2-depleted NSCs and control NSCs was assessed by an unpaired Student *t*-test (*p < *0.05*, **p < 0.01). Source data are provided as a Source Data file

### Genes with SEs and broad H3K4me3 promoters in NSCs

Recently genes with broad H3K4me3 domains at their promoters were identified^31,32^, including in NSCs^31^. The top 5% of broadest H3K4me3 domains in promoters (here abbreviated as broad promoters) associated with cell-identity genes^31^ and tumour-suppressor genes^32^. Mechanistically, broad promoters have increased rates of transcription elongation and higher transcriptional consistency^31,32^ and show enhanced DNA looping interactions with SEs^33^, compared to their typical counterparts. We found that the complete sets of SE genes and broad promoter genes in NSCs both have Transcription Regulation as their lead Gene Ontology (GO) category (Fig. 6a and Supplementary Data 4). Transcriptional regulator genes within the SE category showed neurogenesis as the only significant GO term, whereas transcriptional regulator genes within the broad promoter category included neurogenesis as one of three significant GO terms (Fig. 6a and Supplementary Data 4). The observed enrichment in transcriptional regulators acting in neurogenesis is in line with the association with cell-identity genes that has been postulated for genes with SEs^7,8^ or genes with broad promoters^31^. We find that genes with broad promoters partially overlap with SE-associated genes in NSCs (Fig. 6b). Genes with SEs and broad promoters (SE + Broad) strongly enrich for transcriptional regulators acting in neurogenesis (Fig. 6b, Supplementary Data 4 and 5). Remarkably, both left-over categories of genes, genes with broad promoters but without SEs (Broad-SE) and genes with SEs but without broad promoters (SE-Broad) lose transcriptional regulators acting in neurogenesis as a GO term, whereas SE-Broad genes lose Transcriptional Regulation as a GO term altogether (Fig. 6b, Supplementary Data 4). Indeed, Mediator-interacting TFs Tcf4, Sox2, Sall3, Nfia and Nfib, as well as other well-known neural TFs including Olig1-2, Pou3f1, Pou3f3 and Npas3 and oncogene Myc have broad promoters and SEs (Supplementary Data 5). 

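SEs assigned to SE + Broad genes had more Med1 signal in total than other SEs, and not more per kb. The 155 SEs assigned to SE + Broad genes had a median Med1 signal of 8007 (quartiles 6050 and 10914), against 6515 (5227 and 8742) in the 290 SEs of SE-Broad genes, a ratio of 1.23 (95% bootstrap interval 1.13 to 1.37). Of 10000 random lists of 155 SEs, 1 had a median as high. SEs of SE + Broad genes were longer, 18308 against 13986 bp in the median. Per kb their Med1 signal was 468.7 against 507, a ratio of 0.924 with an interval, 0.803 to 1.09, that holds 1. A difference per kb in either direction is therefore not shown. Pou3f1, a POU factor of neural development, had 2 SEs, at ranks 46 and 364, with Med1 signals of 12412 and 4964, its paralog Pou3f3 had 1 at rank 289 with 5589, and Npas3, a factor of neurogenesis, had 2 SEs with a best rank of 345. Nfib, a paralog of Nfia, had an SE on chromosome 4 from 82327709 to 82351755 with a Med1 signal of 5656 and an IgG signal of 1924, which the supplement assigns to Nfib and Zdhhc21 together. A Carm1 site was present in 77.4% of SEs of SE + Broad genes (70.2 to 83.3%) and in 86.9% of SEs of SE-Broad genes (82.5 to 90.3%), and a Jmjd1c site in 80.6% (73.7 to 86.1%) and 84.1% (79.5 to 87.9%). The share with Carm1 was thus lower in SEs of SE + Broad genes, with a difference of -9.48 percentage points (95% Newcombe interval -17.4 to -2.16), while for Jmjd1c the interval of the difference, -11.4 to 3.67, holds 0. Per 10 kb these SEs held 0.662 Carm1 and 0.753 Jmjd1c sites, against 0.838 of each in SEs of SE-Broad genes. Of the 131 SE + Broad genes of Supplementary Data 5, 128 are named in Supplementary Data 3. Both lists are the paper's and were made in part from these samples.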

We find that SE + Broad genes are, on average, higher expressed than SE-Broad genes or Broad-SE genes, even when comparing the top 100 of each category (Fig. 6c). We conclude that in NSCs, genes with both SEs and broad H3K4me3 promoters account for the association of the separate categories of SE genes and broad promoter genes with transcriptional regulators acting in neurogenesis. Broad promoters and SEs appear to act synergistically to give higher expression in NSCs, as compared to genes with only one of these regulatory elements.

**Fig. 6:**
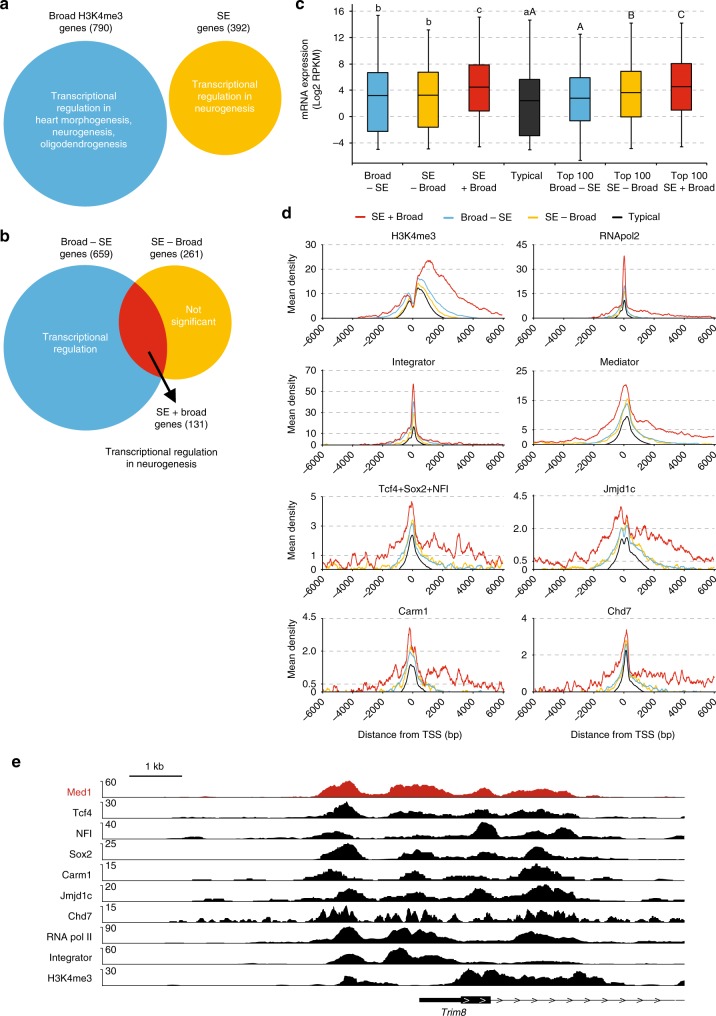
Mediator complex and its interactors at promoters. **a** Predominant Gene Ontology terms for genes with broad H3k4me3 promoters and for active genes nearest to SEs (SE genes) in NSCs. Numbers of genes in each category are indicated between brackets. **b** Overlap of genes with broad H3K4me3 promoters and SE genes in NSCs. Venn diagram with the two categories of genes, their overlap and their predominant Gene Ontology terms is shown. Numbers of genes in each category are indicated between brackets. **c** Distribution of mRNA levels in NSCs of the different categories of active genes. Box plots based on RNA-seq triplicate data are shown. Broad-SE, broad H3K4me3 promoter genes not nearest to SE. SE-Broad, SE genes without broad H3K4me3 promoter. SE + Broad, SE genes with broad H3K4me3 promoter. Typical, genes nearest to a typical enhancer but not nearest to an SE and without a broad H3K4me3 promoter. mRNA levels of all genes and top 100 genes within each category are shown. Statistically significant differences between groups are indicated as separate letters above the box plots, as assessed by Student *t*-tests comparing all gene subsets (lower case letters) or top 100 subsets (upper case letters). *p* < 0.001 except for B, *p* < 0.05. If the letters are the same, the difference between these groups is not significant. Source data are provided as a Source Data file. **d** ChIP-seq density plots around promoters of the different categories of genes for the indicated factors and histone modifications. Mean ChIP-seq density (*y*-axis) and distance to TSS (*x*-axis) are shown. **e** Overlap of binding sites of Med1 with binding sites of Mediator interactors at the *Trim8* broad H3K4me3 promotor area in NSCs. ChIP-seq tracks for the indicated proteins and histone modifications at the *Trim8* gene are shown. Range of reads per million per base pair is indicated on the *y*-axis. Scale bar is indicated

### Binding of Mediator and interaction partners at promoters

We investigated transcriptional regulators binding around promoters of Broad + SE genes. We found that Broad + SE genes had higher and broader promoter signals for H3K4me3, RNApol2 and Integrator than SE-Broad and Broad-SE genes (Fig. 6d). Mediator complex binding to promoters has not yet been analyzed genome-wide at broad promoters or genes nearest to SEs. We found that Mediator has a much higher and broader ChIP signal at Broad + SE genes than at SE-Broad, Broad-SE and typical genes (Fig. 6d). 

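A Med1 site lay within 1.5 kb of the TSS of 93.5% of 123 SE + Broad genes (95% Wilson interval 87.7 to 96.7%), 74.3% of 230 SE-Broad genes (68.3 to 79.6%), 50.3% of 4432 genes next to typical enhancers (48.9 to 51.8%) and 38.6% of 17440 other genes. Med1 sites also covered more of the promoter there: of the 12000 bp around the TSS they covered a median of 4767 bp at SE + Broad genes (quartiles 2926 and 6775), 2348 bp at SE-Broad genes (1448 and 3437) and 1224 bp at genes next to typical enhancers (0 and 2124). Over genes with any covered length the medians were 5010, 2833 and 2073 bp. Covered length can add up several sites and is not the width of single sites. The mean covered length of SE + Broad genes, 4904 bp, was above that of each of 10000 random lists of as many SE genes, of which the highest reached 4119 bp. Lists of sites hold presence and width, not read density, and genes next to typical enhancers were taken without a test of their expression. Broad-SE genes and H3K4me3 were not analysed here, so both the genes next to typical enhancers and the other genes can include Broad-SE genes. The paper concludes that broad promoters have higher and broader Mediator signals.

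**Figure D4:**
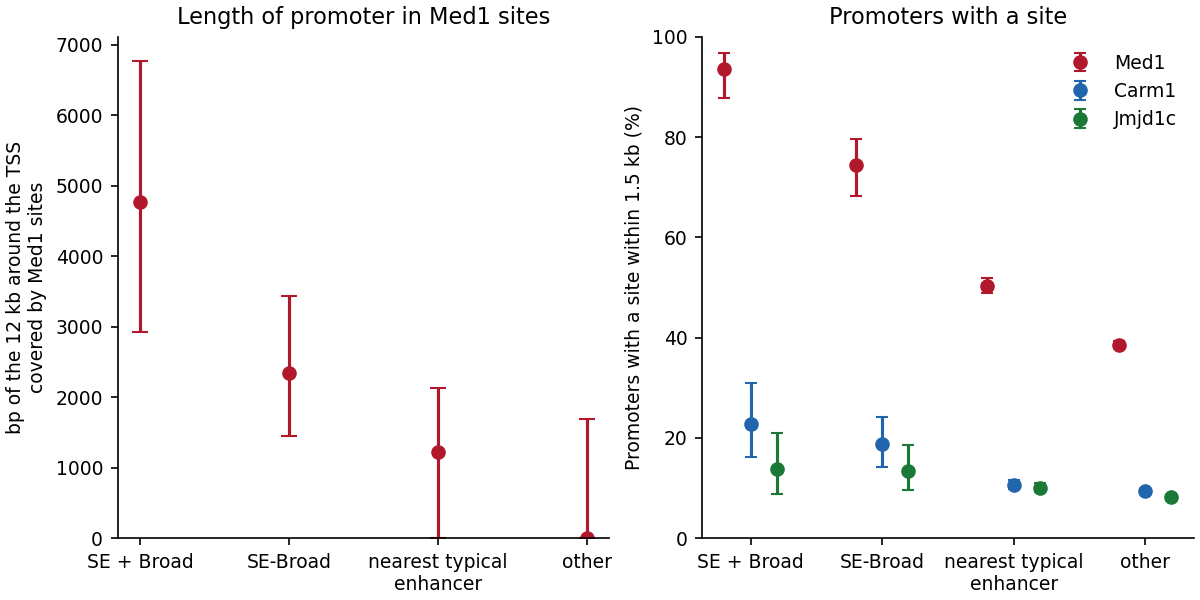
Left, length of the 12000 bp around the TSS that lies in Med1 sites (y axis, bp), as the median with quartiles over the genes of each category. Right, percentage of promoters with a Med1 (red), Carm1 (blue) or Jmjd1c (green) site within 1.5 kb of the TSS, with 95% Wilson intervals. Both Med1 measures are highest at SE + Broad genes, and Carm1 and Jmjd1c have overlapping intervals at SE + Broad and SE-Broad genes.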

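Sites of Carm1 and Jmjd1c were less common than Med1 sites at promoters. A Carm1 site lay within 1.5 kb of the TSS of 22.8% of SE + Broad genes (95% Wilson interval 16.2 to 30.9%), 18.7% of SE-Broad genes (14.2 to 24.2%) and 10.6% of genes next to typical enhancers (9.78 to 11.6%). For Jmjd1c the shares were 13.8% (8.81 to 21.0%), 13.5% (9.66 to 18.5%) and 10.1% (9.23 to 11.0%). Carm1 was thus more frequent at both kinds of SE genes than at genes next to typical enhancers, while SE + Broad and SE-Broad genes could not be separated for either factor. Their order for Jmjd1c turned within 1 kb of the TSS, at 9.76% and 11.3%, and at any annotated TSS, a setting chosen after seeing the data, at 22.0% and 24.3%. In covered length, the mean of SE + Broad genes stood at percentile 83.6 for Carm1 and 61.4 for Jmjd1c among 10000 random lists of SE genes. The sites measure peaks that passed the authors' threshold, and weaker spread-out signal at promoters is not in the lists.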

Interestingly, we observed the same for Mediator interactors T + S + N, Jmjd1c, Carm1 and Chd7 (Fig. 6d). The shape of Mediator signal tracked closely to that of its interactors with a shoulder upstream of the TSS and a long tail into the gene (Fig. 6d). 

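Within 6 kb of the TSS, Med1 sites covered on average 1794 bp upstream and 3109 bp downstream at SE + Broad genes, 1034 and 1425 bp at SE-Broad genes, and 570.5 and 742.7 bp at genes next to typical enhancers. Carm1 sites covered 58.7 bp upstream and 52.0 bp downstream at SE + Broad genes and Jmjd1c sites 43.1 and 42.5 bp. At SE-Broad genes Carm1 sites covered 47.1 bp upstream and 44.6 bp downstream and Jmjd1c sites 37.6 and 42.5 bp. Med1 sites thus covered more length downstream than upstream in each of these categories, while those of Carm1 and Jmjd1c covered similar lengths on both sides of the TSS.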

As the SE + Broad definition appears to select for genes with the broadest and highest H3K4me3 signal (Fig. 6d), we also tested the top 100 SE + Broad, top 100 SE-Broad and top 100 Broad-SE genes to have more equal signals. Indeed top 100 SE + Broad and top 100 Broad-SE have more similar H3K4me3 signals (Supplementary Fig. 1a) and showed more similar signals for Mediator and its interactors at the TSS and upstream of the TSS. However, Mediator and its interactors have a higher signal downstream of the TSS in SE + Broad genes, as compared to all other categories. Top 100 SE-Broad genes have a more narrow signal for all these factors (Supplementary Fig. 1a). The close similarity between the Mediator signal and the signals of its interactors Tcf4, Sox2, NFI, Jmjd1c, Carm1 and Chd7 is also apparent at individual broad promoter regions (Fig. 6e and Supplementary Fig. 1b). 

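At Trim8, which encodes a ubiquitin ligase of the TRIM family, a Med1 site of 5710 bp on chromosome 19 of mm9, from 46573758 to 46579467, covers the TSS at 46576138 and runs into the first part of the gene. A Carm1 site from 46578371 to 46578606 lies inside it, in an intron 2233 bp downstream of the TSS. No Jmjd1c site lay within 6 kb of the TSS. The SE of Trim8, ranked 272, begins 16709 bp downstream of the TSS, past the end of the gene, from 46592847 to 46607119. It holds 3 Med1 sites, 1 Carm1 site and no Jmjd1c site at a Med1 signal of 6533 and an IgG signal of 2142.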

Top 100 SE + Broad promoters have more RNApol2 and Integrator signal than top 100 Broad-SE and top 100 SE-Broad promoters (Supplementary Fig. 1a), suggesting more efficient recruitment of RNApol2 and Integrator as a potential explanation for their higher expression (Fig. 6c). We conclude that broad promoters have higher and broader signals for Mediator that is closely tracked by all its tested interacting factors.

### Tcf4 regulates genes with SEs and broad H3K4me3 promoters

Tcf4 showed the highest overlap with Mediator at enhancers and SEs of the tested Mediator-interacting TFs (Fig. 4a) prompting us to further investigate a possible role of Tcf4 in regulating genes near SEs. We find that Tcf4 content followed Mediator content at enhancers and SEs (Fig. 7a). To test to what extent Tcf4 regulates genes with or without SEs and/or broad H3K4me3 promoters, we used our RNA-seq dataset from RNA isolated 44 h after Tcf4 knock-down or control knock-down in NSCs^28^. We found that Tcf4 depletion downregulates nearly two-thirds of all SE + Broad genes (Fig. 7b) and also has the strongest downregulating effect on SE-containing genes (Fig. 7c). Genes without SEs, either Broad-SE genes or genes with typical enhancers, are significantly less affected by Tcf4 depletion (Fig. 7c). This suggests that Tcf4 predominantly regulates genes via SEs. Indeed, Tcf4 is present on nearly all SEs of SE + Broad and SE-Broad genes (Fig. 7d). Tcf4-bound and activated SE + Broad genes include 15 transcription factor genes (Fig. 7e) of which *Bahcc1*, *Hes1, Myc*, *Nfib*, *Sall1* and *Sall3*, *Olig2, Thra* and *Npas3* encode known regulators of neural progenitors and/or neurogenesis^31,34–39^. Tcf4 protein has protein–protein interactions in NSCs with 6 TFs that are part of this set of Tcf4-activated TF genes, including Nfib and Olig2^28^ (Fig. 7e). This allows for a potential feed-forward circuit (Fig. 7e) where Tcf4 maintains the expression of its own co-factors, which then subsequently may aid Tcf4 in the regulation of other target genes and its own expression. In line with this possibility, NFI and Olig2 colocalize with Tcf4 and Mediator on SEs in all 15 TF genes, for example at the *Olig2* gene (Fig. 7f), the *Sall3* gene and the *Notch1* gene (Supplementary Fig. 2). 

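All 15 TF genes had at least 1 SE, 19 in total, at ranks from 18 to 426 with a median of 173, and each of these SEs held a Med1 site. The study chose these genes in part on their SEs, so the count is not independent evidence. A Carm1 site was present in 16 of the 19 SEs, covering 13 genes, and a Jmjd1c site in 15, covering 12 genes. The SE of Olig2, a factor of motor neurons and oligodendrocytes, lies between genes on chromosome 16 of mm9 from 91172132 to 91196351, 29444 bp from the Olig2 TSS, and holds 2 sites of each factor. The Med1 site from 91191089 to 91194038 covers 2 Carm1 sites and the Jmjd1c site from 91191632 to 91192336. Near Sall3, a spalt-like zinc finger gene, the SE of rank 161 on chromosome 18 from 81244290 to 81251873 holds 3 Med1, 2 Carm1 and 2 Jmjd1c sites at a Med1 signal of 7176 and an IgG signal of 1365, and the SE of rank 311, from 81346834 to 81353180, holds 1 site of each. Near the receptor gene Notch1 on chromosome 2, the SE from 26386212 to 26407938, rank 173, holds 2 Med1 sites and 1 Jmjd1c site, and the SE from 26340749 to 26345305, rank 276 and in an intron of Notch1, holds 1 Med1 site and 1 Jmjd1c site. Neither holds a Carm1 site. Bahcc1 (rank 18) and the thyroid hormone receptor gene Thra (rank 228) lie on chromosome 11 with its raised IgG signal. After division by the IgG level of each chromosome, 14 of the 15 genes kept an SE, all but Thra.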

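The SE in Tcf4, an E-box binding factor of neural progenitors, ranked 35 and lies on chromosome 18 of mm9 from 69719430 to 69759581, in an intron 215630 bp downstream of the TSS. Its Med1 signal was 15623 and its IgG signal 4842, and Med1 minus IgG was 24.9 times the median of typical enhancers. It holds 2 Med1 sites, from 69721911 to 69723180 and from 69750114 to 69757431, at places 7515 and 2122 of the list. No Carm1 site and no Jmjd1c site lay in it.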

Tcf4, Mediator, NFI and Olig2 also colocalize at the SE in the *Tcf4* gene itself (Fig. 7g). *Nfib* expression has the second-best spatial-temporal correlation (0.56 Pearson coefficient) with *Tcf4* expression in pre-natal development of the mouse brain (out of 1104 genes)^40^ and the second-best spatial-temporal correlation (0.90 Pearson coefficient) with *TCF4* in pre-natal human brain development (out of 19700 genes)^41^, suggesting that a Tcf4-Nfib co-regulatory partnership could be widespread in mammalian brain development.

**Fig. 7:**
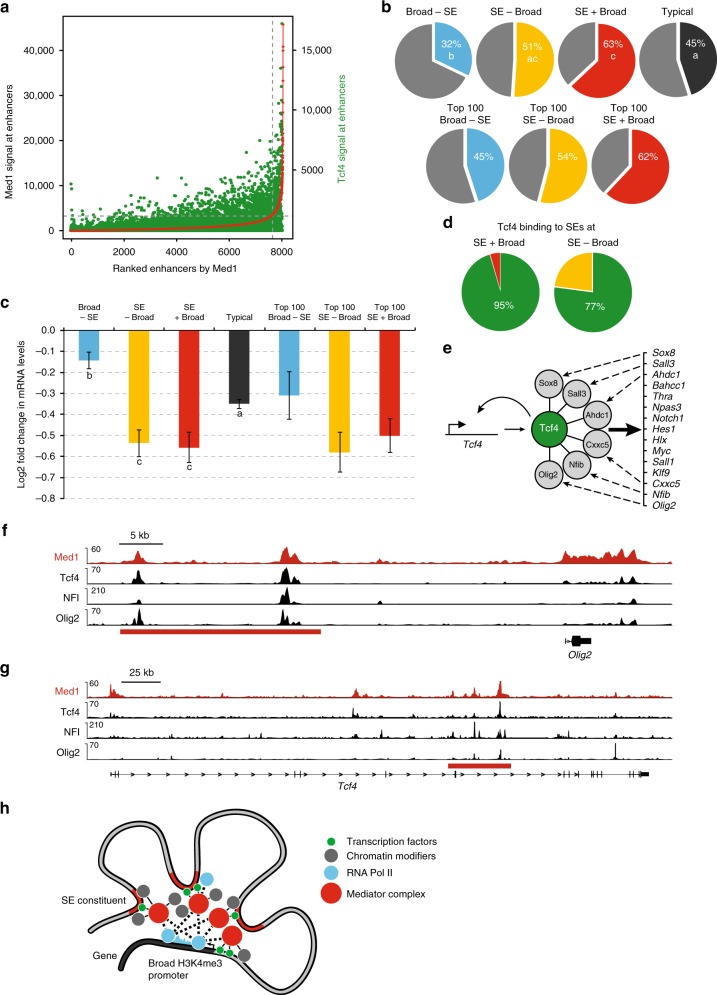
Tcf4 regulates neurogenic transcription factor genes with super enhancers and broad H3K4me3 promoters. **a** Tcf4 signal at enhancers ranked by Med1 content. Tcf4 ChIP-seq read content is in green, enhancers ranked by Med1 ChIP-seq read content is in red. **b** Percentages of downregulated genes in the different categories upon Tcf4 knock-down in NSCs. Percentages of down-regulated genes in all genes and top 100 genes within each category are shown. Statistically significant differences between groups are indicated as separate letters in the pie charts, *p* < 0.001 as assessed by Student *t*-tests. **c** Changes in mRNA levels of the different categories of genes upon Tcf4 knock-down in NSCs. Log2 fold change, based on RNA-seq data, is shown. Error bars indicate S.e.m., based on the RNA-seq triplicates. Statistically significant differences between groups are indicated as separate letters below the box plots, *p* < 0.001 as assessed by Student *t*-tests. Source data are provided as a Source Data file. **d** Percentage of Tcf4-bound SEs in SE + Broad genes or SE-Broad genes in NSCs. SEs nearest to SE + Broad genes or SE-Broad genes with or without significant Tcf4 binding sites, as determined by ChIP-seq, were counted. **e** Model of Tcf4-driven feed-forward transcriptional circuit of SE + Broad TF genes in NSCs. Fifteen15 SE + Broad TF genes bound at their SE and activated by Tcf4 are indicated. Tcf4 also binds its own SE. TF proteins encoded by six target genes also interact with Tcf4 protein and may aid in transcriptional regulation by Tcf4. **f**, **g** Overlap of binding sites of Tcf4 and Med1 with Tcf4-interactors Olig2 and NFI at the *Olig2* gene (**f**) or *Tcf4* gene (**g**) in NSCs. ChIP-seq tracks for the indicated proteins are shown. SE is indicated with a red bar. Range of reads per million per base pair is indicated on the *y*-axis. Scale bar is indicated. **h** Model of SE-Broad H3K4me3 promoter assemblies. TFs at SE constituents and the Broad H3K4me3 promoter recruit high levels of Mediator complex into SE-Broad assemblies. In turn, Mediator recruits high levels of protein–protein interaction partners such as the RNApol2 complex, Integrator, and chromatin modifiers. This would result in efficient pause-release of RNApol2 and high but TF-regulated levels of transcription

## Discussion

We have expanded the protein–protein interaction network of the Mediator complex with many proteins and complexes that reside at enhancers, super enhancers or promoters and thereby established the potential of the Mediator complex as a major interaction hub at enhancer-promoter assemblies. Mediator binds to enhancers and promoters in close proximity to many other proteins. We believed that chromatin-independent protein–protein interactions of purified Mediator complex, as identified by their detection by mass spectrometry, would be the best indicator of its recruitment capacity. Despite our stringent criteria, 20 years of research on the Mediator complex since its discovery by several labs^25,42–44^ and progressing high throughput interaction studies^22,45^, we find that 75 of our 95 identified Mediator interactions have not been, to the best of our knowledge, previously characterized.

Identified Mediator interactors can be broadly divided into DNA sequence-independent proteins, mostly chromatin modifiers, and sequence-specific transcription factors. The latter category of Mediator interactors would represent potential Mediator-recruitment factors. Indeed, NF-kappaB subunit RelA, one of the two known Mediator interactors among the 16 identified transcription factors, recruits Mediator to activate transcription^46^. Whereas Mediator-interacting transcription factors would be more specific for NSCs (see next paragraph), the Mediator-interacting chromatin modifiers and other proteins are mostly ubiquitously expressed and would have general relevance for transcriptional regulation. Supporting this suggestion, our Mediator interactor screen discovered two major enhancer-binding proteins. We observed and independently confirmed interactions between Mediator and arginine methylase Carm1 and putative H3K9 demethylase Jmjd1c. Carm1 is a highly studied enzyme and best known in transcriptional regulation as a co-activator of nuclear receptors and NF-kappaB and was shown to act at individual promoters^47,48^. We find that Carm1 is a genome-wide enhancer-binding protein in NSCs that closely colocalizes with Mediator. Jmjd1c was identified as a co-activator of the tumor-inducing fusion gene AML1-ETO and shown to be recruited by AML1-ETO to target gene promoters where it lowers the levels of the repressive mark H3K9me2^49^. We show that Jmjd1c marks enhancers genome-wide in NSCs, together with Mediator, where it may perform a similar enzymatic role to maintain enhancer activity.

A recent analysis^8^ showed that chromatin modifiers Brd4, Ep300, Crebbp, Chd7, SWI-SNF complex, LSD1 complex, Cohesin complex and NuRD complex colocalize with Mediator at enhancers and have an increased binding density at SEs, similar to the Mediator complex. With the exception of Brd4, we find all the above-mentioned chromatin modifiers as Mediator interactors, which may suggest that Mediator interaction aids in their recruitment to enhancers and SEs. The apparent correlation of having protein–protein interactions with Mediator and colocalising with Mediator on the genome would predict that other observed Mediator interactors of unknown genomic location also reside at enhancers or promoters. This remains to be tested.

We performed Mediator ChIP-seq to identify SEs in NSCs. We find that Mediator-defined SEs in NSCs have as their most frequent TF motifs E-box, NFI and SOX, similar to NSC enhancers in general^27^. Nfia, Nfib, Sox2, Tcf4 and Tcf12, which can bind one of these motifs, are among the small set of 16 TFs that we identified as Mediator interactors. This shows a remarkable synchrony between Mediator-binding TFs and prominent enhancer motifs in NSCs. Our identified Mediator-binding TFs are not the highest expressed TFs in NSCs, suggesting that they have a higher binding affinity for Mediator than other TFs. The above set of TFs may therefore define enhancers and SEs in NSCs by having high affinity for Mediator and thereby being effective at recruiting Mediator and its interactors to its binding sites. Accordingly, we find that Tcf4 and Sox2 are required for optimal Mediator recruitment to some of the tested genomic sites where the three factors have overlapping binding. This would suggest Mediator affinity as an important organizing feature in establishing the enhancer landscape in a given cell type. Indeed, the sum of the binding sites of Tcf4, Sox2 and Nfi represents nearly all Mediator-binding sites at enhancers, and outside promoters in general, and can therefore explain genome-wide Mediator recruitment outside promoters in NSCs.

Relative promoter occupancy of Mediator has not been analysed genome-wide in higher eukaryotes, to our knowledge. We find that Mediator has higher and especially broader binding signals at promoters with a broad H3K4me3 signal, a class of promoters that was recently discovered^31,32^. Tcf4, Sox2 and Nfi show relatively weak occupancy at promoters in general. However, their binding is enhanced at broad promoters and Mediator follows closely their binding pattern in our genome-wide plots, as well as at individual broad promoters. We find that Mediator-interacting chromatin modifiers, such as Carm1 and Jmjd1c, also track Mediator binding at promoters. Relative enrichment of transcription factors at broad promoters was observed before in different cell types^31,32^. Our results suggest that broad promoters may act like proximal enhancers in recruiting TFs, which in turn can recruit Mediator and its interactors. The close resemblance of the Mediator genome-wide binding sites with the binding sites of its interacting TFs is highly suggestive of Mediator recruitment by these TFs.

We find that Tcf4 preferentially regulates SE-containing genes in NSCs, including a set of neurogenic transcription factor genes that have SEs and broad promoters. Intriguingly, we find that a number of the TFs encoded by these genes have protein–protein interactions with the Tcf4 protein. Some of these Tcf4-interacting TFs colocalize with Tcf4 at SEs in this set of target genes, as well as on the Tcf4 gene itself, suggesting a feed-forward circuit that maintains the expression of these TFs in NSCs. Feed-forward circuits of key TFs in embryonic stem cells (ESCs), such as Oct4, Sox2, Nanog, Esrrb and Klf4, were shown to regulate pluripotency and follow the same above criteria^7,50,51^. Analogous to the ESC TF circuit, many of the TFs in our NSC circuit are essential for NSC self-renewal or their neuronal differentiation capacity. Together, this suggests that we have uncovered a TF circuit that would be central to the regulation of NSC identity. *TCF4* heterozygosity in humans leads to Pitt Hopkins syndrome with severe intellectual disability^52,53^, whereas SNPs in the *TCF4* locus are the most significant schizophrenia risk SNPs to date^54^. These genetic data suggest that TCF4 plays an important role in brain development and needs to be tightly regulated to prevent neurodevelopmental disease. Our TF circuit may facilitate this regulation.

Mediator complex binding signal was used as one parameter to postulate SEs^7^, which were subsequently shown to regulate cell-identity genes and oncogenes in many cell types^7–9^. More recently, promoters with a broad H3K4me3 domain were postulated to regulate cell-identity genes^31,32^. As was shown before in other cell types^31,32^, we find that SE genes and Broad genes partially overlap in NSCs. However, we show that the link to neurogenic transcriptional regulators in SE genes and Broad genes in NSCs is derived from neurogenic transcriptional regulator genes in the overlap of both categories; genes that have both SEs and broad promoters. This suggests that, at least in NSCs, SE + Broad genes represent a special category of genes that is strongly linked to cell identity. These SE + Broad genes have high recruitment of Mediator at their SEs (by definition) and we find that they also recruit high levels of Mediator to their promoters. Increased promoter levels of Mediator are also observed at broad promoters without surrounding SEs may therefore be recruited by Mediator-interacting TFs, which we also find enriched at broad promoters. SEs were recently shown to have increased 3D interactions with broad promoters, as compared to typical promoters^33^. We find that SE + Broad genes in NSCs are the category of genes with highest levels of RNApol2 and Integrator at their promoters. Integrator complex associates with RNApol2 and plays an important role in the transcription-initiation and pause-release of RNApol2^30^. The efficient recruitment of RNApol2 and Integrator at SE + Broad genes thereby provides an explanation for our observation that this category of genes has the highest expression in NSCs.

All together this fits into a model (Fig. 7h) where Mediator is recruited by Mediator-interacting TFs to both SEs and Broad promoters. These elements then form relatively stable enhancer-promoter assemblies that have high local concentrations of Mediator and its co-recruited protein–protein interaction partners, including RNApol2, Integrator and chromatin modifiers. Such assemblies would provide an optimal environment for the efficient pause-release of high quantities of RNApol2 and thereby combine the high transcriptional consistency and the high transcriptional efficiency that have been shown for broad promoters and SE genes, respectively^7,8,31^. SE-broad promoter assemblies and our identified Mediator interactions could provide ideal building blocks for the phase-separated complexes that have been recently proposed to drive robust transcription of cell-identity genes in mammals^14^.

## Methods

### Purification of the Mediator complex from neural stem cells

NS-5 neural stem cells (NSCs) were derived from 46 C embryonic stem cells^55^ and cultured on N2B27 medium (Stem Cell Sciences) supplemented with EGF and FGF (both from Peprotech)^56^ and regularly tested for mycoplasma contamination. Essentially all our NSCs express NSC markers Sox2 and Nestin (Supplementary Fig. 3a and b). NSC lines with stable expression of C-terminally FLAG-tagged Med15 were created by electroporation with pCAG promoter-driven plasmids containing Med15 cDNA and puromycin selection for individual clones with moderate expression of the tagged proteins, as compared to endogenous levels^20,28^. Nuclear extract was prepared from NSCs expressing FLAG-Med15 and from control NSCs by the classical Dignam protocol^21^ and FLAG-tagged Mediator complex was purified from 1.5 ml nuclear extract, equivalent to 2 × 10^8^ NSCs, by FLAG-affinity purification, and analyzed by mass spectrometry, as described^19,20^. In brief, nuclear extracts were dialyzed to 20 mM Hepes pH7.6, 0.2 mM EDTA, 1.5 mM MgCl2, 100 mM KCl, 20% glycerol (buffer C-100). Eighty microlitre of anti-Flag M2 agarose beads (Sigma) equilibrated in buffer C-100 were added to 1.5 ml of nuclear extract and incubated for 3 h at 4 °C in the presence of Benzonase (Novagen). Beads were washed five times with buffer C-100 containing 0.02% NP-40 (C-100*) and bound proteins were subsequently eluted at 4 °C with buffer C-100* containing 0.2 mg/ml Flag-tripeptide (Sigma). Elutions were TCA precipitated, separated on a 10% NuPAGE Bis-Tris gel (Invitrogen) and stained with Colloidal Coomassie (Biorad) according to manufacturer’s instructions. Gel lanes were cut and subjected to in-gel digestion with trypsin (Promega). Nano-LC-MS/MS was performed on an 11 series capillary LC system (Agilent Technologies) coupled to an LTQ mass spectrometer (Thermo). Peptide spectra from purified Mediator samples or control sample were searched against UniProt release 2012-11 for protein identification using MASCOT.

Mediator complex purifications were performed from nuclear extract with Benzonase (150 U per ml nuclear extract) added or Ethidium bromide (50 μg per ml) added at the start of the 3-h incubation period of the anti-FLAG antibody beads with the nuclear extract. Alternatively, Mediator complex purification was performed from untreated nuclear extract. In one experiment, Mediator complex purifications were performed from nuclear extracts treated with Benzonase, Ethidium bromide or untreated nuclear extract, together with a control purification from nuclear extract from control NSCs. In a second, independent, experiment, Mediator complex was purified from nuclear extract treated with Benzonase, together with a control purification. Control purifications were from nuclear extract treated with benzonase. All purifications are shown in Supplementary Data 1. An uncropped image of the DNA gel of Fig. 1b can be found in Supplementary Fig. 4a.

Initial inclusion criteria for Mediator-interacting proteins are as described^19^; (1) A minimal Mascot score of 50, (2) At least five-fold enrichment by emPAI score in the Mediator purified sample over the control sample. emPAI score is an estimate of the quantity of the identified protein in the purified protein sample, based on the number of peptide spectra identified by MS, normalized for the number of peptides that theoretically should be identifiable for that protein^57^. (3) At least three-fold enrichment by Mascot score in the mediator purified sample over the control sample. (4) Cytoskeletal and cytoplasmic proteins (Uniprot) were removed. Of note, of the 96 identified Mediator complex interactors, only 12 are also detected in any of the two control samples (Supplementary Data 1).

Subsequently, recorded Mediator interactors cannot be two-fold lower or more in emPAI score in the Mediator complex purification from purifications from nuclear extracts treated with Benzonase or Ethidium bromide, as compared to a parallel Mediator complex purification from untreated nuclear extract. Finally, Mediator interaction partners are only included in the final list (Supplementary Data 1) if they are specifically present in all four Mediator complex purifications. Mediator interaction partners were defined as novel if they did not appear as identified by Affinity Capture or Reconstituted Complex in BioGRID, the most comprehensive protein–protein interaction database^58^. Interaction network graphics were made with Cytoscape^59^. Thickness of the edges in the interaction network (Fig. 1c) gives an indication of the relative molar protein quantity (based on emPAI score) in purified Mediator complex samples with 4 categories of thickness; emPAI > 1.5, thickest edge, 0.75 < emPAI ≤ 1.5, one but thickest edge, 0.25 < emPAI ≤ 0.75, one but thinnest edge, emPAI < 0.25, thinnest edge.

### Immunoprecipitations

Immunoprecipitation of Med12 was performed from 1.5 ml of NSC nuclear extract using 15 μg Med12 antibody (Bethyl Laboratories #A300-774A) crosslinked by dimethyl pimelimidate (Sigma) to 50 μl (pellet volume) of protein G sepharose beads (GE17-0618-01, Sigma), as described^19^. Med12 antibody beads were blocked with 0.1 mg/ml insulin (Sigma), 0.2 mg/ml chicken egg albumin (Sigma), 1% fish skin gelatin (Sigma) and added to 1.5 ml of nuclear extract with or without 225 units of Benzonase (Novagen) and rotated for 3 h at 4 °C in no-stick microcentrifuge tubes (Alpha Laboratories), washed five times with 1 ml of C-100* buffer (20 mM Hepes pH 7.6, 0.2 mM EDTA, 1.5 mM MgCl2, 100 mM KCl, 20% glycerol) at 4 °C and proteins eluted from the beads by 5 min at 95 °C in 50 μl SDS-loading dye. Eluted proteins were separated by polyacrylamide gelelectrophoresis and analyzed by mass spectrometry, as described above. Inclusion criteria for endogenous Mediator interactors (Supplementary Data 2) are as for the FLAG-Mediator purification, except for the requirements on emPAI score ratio in benzonase versus no benzonase samples. Immunoprecipitations of Jmjd1c or Carm1 were performed from 1 ml of NSC nuclear extract treated with benzonase and using 10 μg of Jmjd1c antibody (Merck Millipore #17-10262), or 10 μg Carm1 antibody (Cell Signaling Technology #12495) or 10 μg of control rabbit IgG (Santa Cruz #sc-2027) were as described above but without mass spectrometry analyses. Resulting western blots were performed with PBS 0.1% Tween solutions, blocking in 5% Fat-free milk proteins and probing with Jmjd1c antibody (Merck Millipore #17-10262, 1:1000), Med12 antibody (Bethyl Laboratories #A300-774A, 1:1000) and Donkey anti-rabbit HRP-conjugates (Sigma #GENA934, 1:2500). Uncropped images of the westerns are found in Supplementary Fig. 4b–e.

### Mediator-interacting TFs

References for function in neural development. Yy1^60^, Nfia^61^, Sox2^62^, Nfib^63^, Sall3^31^, Tcf12^64^, Znf24^65^, Rela^66^, Tcf4^67,68^. TF mRNA levels in our NSCs are from our RNA-seq data on our wild-type NSCs^28^.

### ChIP-seq

We adapted protocols previously described^7,28^. 1.5 × 10^8^ NSCs were used per chromatin immunoprecipitation (ChIP). Cells were collected in 1xPBS and crosslinked first with 2 mM disuccinimidyl glutarate (Thermo Fisher Scientific, Waltham, MA, USA) solution for 45 min and then 1% formaldehyde solution for 15 min at room temperature. Cells were washed twice with 1X PBS and flash frozen in liquid nitrogen. Chromatin was prepared for sonication with 20 mM Tris-HCl pH8, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100. We used 15 cycles of 30 s ON, 30 s OFF on a Bioruptor Pico sonication device (Diagenode Cat# B01060001) to shear chromatin to 150–200 bp fragments. The resulting 300 µg of chromatin extract was incubated overnight at 4 °C with 100ul of Dynal Protein G magnetic beads that had been pre-incubated with 10 μg of the appropriate antibody. We used the following antibodies: Med1 (Bethyl Labs #A300-793A), Carm1 (Cell Signaling Technology #12495), Jmjd1c (Merck Millipore #17-10262), IgG (Normal Rabbit IgG: Santa Cruz #sc-2027). Beads were washed 1X with the sonication buffer, 1X with 20 mM Tris-HCl pH8, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1%Triton X-100, 1X with 10 mM Tris-HCl pH8, 250 mM LiCl, 2 mM EDTA, 1% NP40 and 1X with TE containing 50 mM NaCl. Bound complexes were eluted from the beads in 50 mM Tris-HCl, pH 8.0, 10 mM EDTA and 1% SDS by heating at 65 °C for 1 hr with occasional vortexing and crosslinking was reversed by overnight incubation at 65 °C. ChIP-seq sample preparation and sequencing on Illumina GAII or HiSeq2500 (San Diego, CA, USA) platforms was performed at the Erasmus MC Center for Biomics, according to manufacturer’s instructions.

### ChIP in combination with knock-down

For Tcf4 knock-down, 36 transfections of each 3.5 μg of pSuper-puro-Tcf4-shRNA#1^28^ into 3.5 × 10^6^ NSCs (in total 126 × 10^6^ NSCs were transfected) were performed using program A-33 on the Amaxa nucleofector I, kit Cell Line Nucleofector™ Kit V (Lonza, catalog # VVCA-1003) and plated on 36 6-cm dishes. As control, pSuper-puro-Control-shRNA transfections were performed with the same set-up. Control (scrambled control sequence from Dharmacon) shRNA sequence: GGTGAGCTTCATGAGGATG. Selection was started 20 h after transfection with 2 µg/ml Puromycin and NSCs were collected after 28 h of selection (48 h after transfection). For Sox2 knock-down, 36 transfection of pSuper-puro-Sox2-shRNA#1^20^ into NSCs were performed using the same set-up as for Tcf4. As control, pSuper-puro-Control-shRNA transfections were performed with the same set-up. Selection was started 18 h after transfection with 2 µg/ml Puromycin and cells were harvested after 28 h of selection (46 h after transfection). Before crosslinking the NSCs, one 6-cm dish for each shRNA construct was collected to verify the gene expression of Tcf4 and Sox2 by qRT-PCR. RNA was isolated using the GenElute™ Mammalian Total RNA Miniprep Kit (Sigma, RTN350-1KT) and reverted to cDNA using RevertAid First Strand cDNA Synthesis Kit (Fermentas, K1621).

ChIP was performed as described above on 30 µg of chromatin per condition with 30 µl of Dyna Protein G beads pre-incubated with either 3 µg of Med12 antibody (Bethyl Laboratories #A300-774A) or 3 µg rabbit IgG (Santa Cruz #sc-2027) for control ChIPs. Tcf4 knock-down ChIPs, Sox2 knock-down ChIPs and their respective control ChIPs were performed in biological duplicate. RT-PCR was performed on genomic targets indicated with their distance from the TSS of the nearest gene with—indicating upstream of the TSS and +indicating downstream of the TSS. Supplementary Table 2 lists all used primers.

### Immunocytochemistry

Neural stem cells were grown on poly-D-lysine (0.5 mg/ml, Sigma–Aldrich) coated glass coverslips and fixed in 4% Paraformaldehyde for 10 min at room temperature. After fixation, the cells were washed with PBS+ (0.5% Bovine Serum Albumin and 0.15% Glycine in PBS) and permeabilized with PBS-0.1% Triton X-100. Subsequently, slides were incubated with the primary antibodies (Rabbit anti-Nestin, Biolegend® 839801, 1:200 dilution, and goat anti-Sox2, Santa-Cruz Biotechnology sc-17320, 1:200 dilution) diluted in PBS+ for 2 h at room temperature. After subsequent washes with PBS-0.1% Triton X-100 and with PBS+, the coverslips were incubated with secondary antibodies (Donkey anti-Rabbit Alexafluor 488 and Donkey anti-Goat Alexafluor 594) diluted in PBS+ and washed with PBS-0.1% Triton X-100 and PBS+. The samples were mounted with MOWIOL (#324590, Sigma–Aldrich) and nuclei were stained with DAPI (Vector laboratories). Images were captured using a Leica DM4000 B fluorescent microscope and image processing was performed using FIJI (ImageJ). Sox2-positive NSCs or Nestin-positive NSCs were counted.

### Genomic data analyses

All ChIP-seq datasets were mapped to the mouse mm9 reference genome using Bowtie v0.12.7^69^, where we used a seed length of 36 in which we allowed a maximum of two mismatches. If a read had multiple alignments only the best matching read was reported. ChIP-seq datasets with multiple replicates were merged. Duplicated reads were removed. MACS46 v1.4.2 was used for peak calling using default settings, using IgG ChIP-seq as background control for our Med1, Carm1, Jmjd1c, Tcf4, Olig2 and Chd7 ChIP-seq data. For external ChIP-seq datasets either IgG ChIP-seq or sequenced chromatin input was used as background control. For histone modifications we used HOMER findPeaks^70^ using -region -size 1000 -minDist 2500 parameters. Genomic datasets that are generated and/or used in this study are summarized in Supplementary Table 1.

Enhancers in mouse NSCs were defined by recalling Ep300 and H3K27ac peaks using HOMER, function REGION, and using Bedtools^71^ to generate overlaps between Ep300 peaks and H3K27ac peaks. SEs were identified using the ROSE algorithm^7^. ROSE stitches together enhancers that are within 12.5 kb of each other and do not overlap with a window of 1 kb on either side of a TSS and ranks such combined enhancers by their total Med1 ChIP-seq signal^7^. Four hundred forty-five super enhancers were identified and the rest were assigned as typical enhancers. Plotting was performed using *hockey* function in R We used the already described list of mouse NSCs broad H3K4me3 promoters^31^.

For mRNA levels in our mouse NSCs, we used our published RNA sequencing dataset^28^ consisting of three replicates to calculate the mean mRNA expression levels. Super enhancer (SE) genes and typical enhancer genes are defined as the closest active gene, RKPM > 0.5 in our NSC RNA-seq data^28^, to an SE or a typical enhancer, respectively.

Motif analyses were performed using HOMER^70^ and selecting the most frequent motifs found at Med1 binding sites at SE constituents and typical enhancers.

For genome-wide binding site overlaps, we used the 5000 most significant binding sites for each factor to determine the percentage of overlap between two factors. Two binding sites were considered overlapping if their summits were within 200 bp. Promoters were defined as the regions within 1.5 kb of a transcription start site (TSS). Top 5000 peaks from Mediator and its interactors were separated in the TSS, non TSS, typical enhancer and super enhancer categories and the percentage of overlap recalculated for each subset.

Generation of histograms documenting ChIP-seq signal density at specific sets of promoters in the NSC genome was performed by HOMER annotatePeaks with 10 bp bins and 12,000 bp around the TSS. By default, HOMER normalizes the output histogram such that the resulting units are per bp per peak, on top of the standard total mapped tag normalization of 10 million tags. For each promoter, directionality was extracted from TSS annotation and each subset was split between plus or minus strand. Subsequently, split lists were then remerged taking into account directionality to finally calculate the ChIP-signal density values. Enhancer-annotated expressed genes not present on the super enhancer gene list or the broad H3K4me3 promoter gene list were used as typical genes.

Gene Ontology analyses on the different gene categories were performed using DAVID version 6.7^72^ using default categories. SE genes are defined as the closest active gene, RKPM > 0.5 in our NSC RNA-seq data^28^, to an SE. Broad H3K4me3 genes are defined as having the top 5% broadest H3K4me3 domains^31^. Additionally, we performed GO ontology biological process analysis of the transcription regulators found in each subset. Benjamini-corrected p-value was used for ranking Gene Ontology terms.

Top 100 SE + Broad genes are genes with a broad promoter and from that category the 100 genes that are the nearest gene to the highest SEs (i.e. one gene per SE), as ranked by Mediator signal. Top 100 SE-Broad genes are genes without a broad promoter and from that category the 100 genes that are the nearest gene to the highest SEs, as ranked by Mediator signal. Top 100 Broad-SE genes are genes that not the nearest gene to an SE and from that category the 100 genes ranked by the broadest H3K4me3 signal at their promoter, from an already described list of mouse NSC broad H3K4me3 promoters^31^

Tcf4-regulated genes were derived from an RNA-seq. experiment performed in triplicate 48 h after Tcf4-shRNA-transfection or control shRNA-transfection in mouse NSCs^28^. Gene expression values with significant triplicates were assigned to the different subsets. The effect of Tcf4 knock-down was indicated by plotting the mean fold change vs the scrambled shRNA condition for each subset.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Source Data

## Data Availability

The genomic data reported in this paper were submitted to GEO database under accession number: GSE109043. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner^73^ repository with the dataset identifier PXD013546. Fig. 1c and Supplementary Data 1–3 have associated proteomic data. Figs. 2d, 3, 4, 6 and 7, Supplementary Figs. 1 and 2, Supplementary Data 4 and 5 have associated genomic data. The source data underlying Figs. 1b, 2a, b, 3a, c, 5a–d, 6c, 7c are provided as a Source Data file. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Mediator complex interaction partners organize the transcriptional network that defines neural stem cells
**Source:** Nat Commun. 2019 Jun 17;10:2669. doi: 10.1038/s41467-019-10502-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Interacting proteins of the Mediator complex, as identified by mass spectrometry analyses of FLAG-Med15 purifications. (supplied as xlsx file)

Purifications from benzonase-treated nuclear extracts (benzo), non-treated nuclear extracts and Ethidium Bromide-treated nuclear extracts (EtBr) and a control purification are shown. In addition, a replicate purification from benzonase-treated nuclear extract and a replicate control purification is shown. Per protein, numbers of unique peptides detected by mass spectrometry per experiment are shown, emPAI scores are shown and Mascot scores are shown.

File name: Supplementary Data 2

Description: Overlapping interacting proteins of the Mediator complex in Med12 immunoprecipitation, as identified by mass spectrometry analyses. (supplied as xlsx file)

Med12 antibody immunoprecipitations and IgG control purifications from untreated nuclear extracts (No benzo) and benzonase-treated nuclear extracts (benzo) are shown. Proteins that overlap with FLAG-Med15 purifications (Supplementary Table 1) are shown. Per protein, numbers of unique peptides detected by mass spectrometry per experiment are shown, emPAI scores are shown and Mascot scores are shown. Proteins absent are highlighted in grey, proteins not sufficiently enriched in Med12 IPs over control IPs are highlighted in red.

File name: Supplementary Data 3

Description: Super enhancers in NSCs and nearest active genes. (supplied as xlsx file)

Chromosomal positions of super enhancers are shown, nearest active gene and super enhancer (SE) ranking are shown.

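Each line of this supplement is 1 region that ROSE joined from neighbouring enhancers, with the active gene nearest to it, and the rank orders the regions by Med1 minus IgG signal. The 445 SEs carry 393 different entries of nearest genes, and 45 genes have more than 1 SE, such as Msi2, Sall3 and Notch1. A rank depends on length as well as on signal per kb: the SE of rank 8, at Nfia, is 65714 bp long with a Med1 signal per kb of 429, and that of rank 44, at Parp16, is 1378 bp long with 7666, at an IgG signal per kb of 550.7. An assignment to the nearest active gene does not show that the SE acts on that gene.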

File name: Supplementary Data 4

Description: Gene Ontology terms of active genes in NSCs nearest to a super enhancer (SE) and/or having a broad H3K4me3 promoter. (supplied as xlsx file)

Left-upper panel; Gene Ontology (GO) terms genes and transcription factor genes (TF genes) with a broad H3K4me3 promoter. Middle upper panel; GO terms genes and TF genes nearest to an SE. Right-upper panel; GO terms genes and TF genes nearest to an SE and with a broad H3K4me3 promoter. Left-bottom panel; GO terms genes and TF genes with a broad H3K4me3 promoter but not nearest to an SE. Middle-bottom panel; GO terms genes nearest to an SE but without broad H3K4me3 promoter.

File name: Supplementary Data 5

Description: Genes nearest to an SE and with a broad H3K4me3 promoter in NSCs. (supplied as xlsx file)

How the deposited data were processed for this re-analysis (not part of the article)

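ChIP-seq of untreated NS-5 mouse neural stem cells was used for Med1, Carm1, Jmjd1c and IgG, with 1 sample per antibody and 4 in all. The submitters' notes and the paper's methods state that the authors aligned reads to mm9 with Bowtie 0.12.7 (seed of 36 bases, up to 2 mismatches, best alignment), merged replicates where there were several and removed duplicates, for which the notes name Picard 1.81. The methods state that sites were called with MACS 1.4.2 at default settings with IgG as control, but the deposited Carm1 and Jmjd1c lists carry different numbers in their names that look like p-value thresholds, and the threshold of each list is not settled here. Whether each sample pools several cultures is not given in the sources used here. The site lists hold start and end positions only. For the enhancer table, the authors joined regions with Ep300 and H3K27ac peaks within 12.5 kb with ROSE, leaving out 1 kb on either side of a TSS, and summed the signal of Med1 and of IgG over each region, as read density per bp scaled to the number of mapped reads. The table holds the ranks, and its order is that of Med1 minus IgG signal with values below 0 set to 0. Read totals are not given in the sources used here, so the depth and the counting error of each signal are unknown, and intervals cover the number of regions or sites only.

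Coordinates are those of mm9 as in the files, written from 1. The reference genome NCBIM37 is the same build, and its GENCODE vM1 annotation gave genes, introns and TSSs. For named genes and gene categories the TSS is the 5' end of the gene. To sort sites into promoters and the rest, the 5' end of every transcript of a protein-coding gene was used. A table of gene names from another assembly, GRCm38.p6, was used for symbols only, through which 15 genes were matched. Promoters with a TSS in the annotation were found for 93.9% of the genes of Supplementary Data 5 and for 85.2% of the other 270 names of Supplementary Data 3. Genes next to typical enhancers are protein-coding genes whose TSS is nearest to the middle of a typical enhancer and that have no SE, whether expressed or not.

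Med1 sites were set against Carm1 and Jmjd1c sites by midpoints within 200 bp, since the lists give no summits. The plan was to use the 5000 most significant sites of each factor. This was possible for Med1 only, through the order of its list, and all sites of the other factors were used. Sites at promoters have their midpoint within 1.5 kb of the TSS of any transcript of a protein-coding gene. Chance levels come from 1000 draws of moved sites, around the chromosome or locally by 5 to 50 kb. Typical enhancers were matched to SEs by length in 1000 draws, and lists of SEs or genes were placed among 10000 random lists of the same size. Motifs were counted within 100 bp of midpoints, with 10 shuffles of each sequence that keep its dinucleotides. The difference in shares between SEs of SE + Broad and SE-Broad genes carries a Newcombe interval, a choice made after seeing the data. No test across samples was possible, and no p-value was computed. Shared functions went through 30 checks on simulated data, and all 30 met the limits set for them. Many of these could hardly fail, such as finding a motif that had just been inserted. The assignments to promoters, gene categories, U RNA genes and chromosomes were not checked in this way.

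The genes named were fixed by a rule before the data were examined: every gene the paper names in connection with SEs or with sites of the 3 factors, the nearest active genes of the 10 highest-ranked SEs, and members of 13 gene lists, with the best-ranked as examples. The lists are the Mediator-interacting transcription factors, NSC and radial glia markers, the oligodendrocyte lineage, neurons, astrocytes, EGF and FGF signalling, the Notch pathway, Kruppel-like factors, POU class 3 and SALL factors, pluripotency, other cell types (endothelium, microglia and mesoderm), chromatin modifiers that interact with Mediator, and the 15 TF genes of Fig. 7e. The result for the list of chromatin modifiers is not reported here. The gene names of part of Supplementary Data 3 and of Supplementary Data 5 had been seen when the lists were written. Genes outside the rule (Parp16, histone, U RNA, Malat1, Neat1, Brd2 and Bhlhe40 genes) were chosen after their values were seen.

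Alternatives covered the ranking signal, the regions included, the distance, overlap, direction and number of sites, the promoter width, the motif window and length matching. Settings added after seeing the data were Med1 without IgG subtraction, division by the IgG level of each chromosome, midpoints inside Med1 sites, the 5000 widest sites, motif windows centred on Carm1 or Jmjd1c sites and any annotated TSS. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0. Conclusions on Tcf4, Sox2, NFI, Chd7, Ep300 and RNA polymerase II ChIP-seq, on H3K4me3 and Broad-SE genes, and on RNA-seq, mass spectrometry and qPCR were not analysed here.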

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

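The tests on SEs and on all enhancer regions with U RNA genes and the classes of histone and U RNA genes were chosen only after the result was seen, division by the IgG level of each chromosome was added later, and the tests of GC content and of parts of chromosome 11 were chosen after its raised IgG signal was seen, though before their own values were, while the test for extra copies was set before the IgG signal was examined by chromosome.

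All 67 histone genes of the annotation had a Med1 site within 1 kb (100%, 95% Wilson interval from 94.6%), against 40.8% of the other protein-coding genes. Carm1 had a site at 46.3% and Jmjd1c at 41.8% of the histone genes, against 9.21% and 8.02%. The 67 genes lie near only 30 Med1 sites, so intervals that take them as independent are too narrow. The other protein-coding genes include genes not active in NSCs, so they are not a matched comparison. These genes package newly made DNA and lie in clusters on chromosomes 13 and 3, and the paper does not report on them.

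SEs that hold a gene of U RNA, the small RNAs of splicing and RNA processing, stood apart in a class of regions the paper does not discuss. Their median ratio of Med1 to IgG signal was 10.3 over 15 SEs, against 3.80 over the other 430, or 2.71 times as much, and 7 of them were among the 25 highest-ranked SEs, but SEs are chosen on Med1 minus IgG signal, so the ratio of 2.71 does not bear on multi-copy sequence that collects reads from any library and would raise both signals alike. Over all enhancer regions with IgG signal, which were not chosen on Med1, the ratio was 10.8 in the 18 with a U RNA gene and 2.80 in the other 7794, or 3.84 times as much (95% bootstrap interval 2.73 to 4.76), but 15 of the 18 are the same SEs and the other 3, typical enhancers, gave 4.95 times (1.13 to 13.3), so such sequence is not excluded. The median IgG signal per kb of these SEs was also higher, 315 against 127.4, so part of the Med1 signal may go with IgG, and reads shared between copies of these genes stay open. No biological explanation was tested.

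The IgG signal per kb of typical enhancers on chromosome 11 was 1.63 times the median of the other autosomes, while Med1 was 1.52 times as high, and the share of SEs there drew attention in a control the paper does not report by chromosome. A gain of chromosome 11 in the cell line is a candidate explanation, since 1.63 was above the level set for it in advance, whereas dividing by the IgG level lowers the share of SEs there by construction, from 12.9% to 7.04% beside 5.61% on the other autosomes, and does not bear on it. GC content is argued against by a median ratio of 1.52 over 5 classes of like GC content. A gain of only parts of the chromosome is argued against by the lowest ratio of 1.39 among windows of 20 Mb with at least 20 typical enhancers, beside 1.26 in the last window, with 5. Copy number itself was not measured, and no biological explanation was tested.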

How the results depend on the processing

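The settings with midpoints inside Med1 sites, the 5000 widest sites, windows centred on Carm1 or Jmjd1c sites, any annotated TSS, Med1 without IgG subtraction and division by chromosome IgG level were chosen only after the result was seen. No paired analysis was possible because there was 1 sample per antibody and the results come from no test. Of the values under settings chosen at the outset, 28 stayed within the counting interval or within 1.5 times of a count and 65 moved outside it. The remaining 1, a ratio, fell on the other side of 1, with an interval that holds 1. Of the added ones 3 stayed and 38 moved. For all values below the cause was not tested. Depth is unknown, so its effect on weak sites could not be examined. Not run, since the Carm1 and Jmjd1c lists give no order of significance, were the stricter number of sites of these factors for Carm1 against Jmjd1c and for SEs by gene category. All sites of both factors is already the setting used for Carm1 against Jmjd1c.

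The number of SEs was 200 by signal per kb, 214 without regions that overlap no Med1 site and 707 without the 10 highest-ranked. The ratio of Med1 signal in SEs to typical enhancers was 1.39 per kb and 11.2 for Med1 minus IgG. The ratio of SE + Broad to SE-Broad SEs was 0.924 per kb, with an interval, 0.803 to 1.09, that holds 1. The share of SEs on chromosome 11 was 7.04% after division by chromosome IgG level.

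For Med1 sites with Carm1, in the order promoters, outside promoters, typical enhancers and SEs, the shares were 6.47%, 15.3%, 20.8% and 12.8% within 100 bp, 21.1%, 44.8%, 54.7% and 50.1% within 500 bp, 27.5%, 54.7%, 60.3% and 65.2% by overlap, 17.0%, 7.49%, 10.7% and 25.0% in the other direction, and 10.3%, 17.6%, 27.1% and 21.9% with all deposited Med1 sites. They were 27.5%, 54.6%, 60.2% and 65.2% for midpoints inside the Med1 site and 16.2%, 43.4%, 48.4% and 55.2% for the 5000 widest sites.

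With Jmjd1c, in the same order, they were 4.59%, 16.8%, 20.8% and 16.9% within 100 bp, 16.9%, 45.9%, 54.2% and 51.1% within 500 bp, 22.9%, 56.0%, 60.7% and 66.2% by overlap, and 14.5%, 8.25%, 8.99% and 23.5% in the other direction. All deposited Med1 sites gave 21.9% outside promoters and 24.0% in SEs, and the first 2500 gave 8.19% at promoters. Midpoints inside the Med1 site gave 22.8%, 56.0%, 60.7% and 66.2%, and the 5000 widest sites 11.7%, 42.6%, 48.6% and 54.3%. Promoters had the lowest share except in the other direction, for both factors.

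Carm1 sites with Jmjd1c were 26.4% within 100 bp, 38.7% within 500 bp, 37.5% by overlap, 37.6% in the other direction and 40.5% for the 5000 widest. Sites of all 3 factors were in 63.4% of SEs and 4.87% of typical enhancers with the first 5000 Med1 sites, in 48.8% and 1.79% with the first 2500, and in 36.7% of typical enhancers matched on length.

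At any annotated TSS of SE + Broad, SE-Broad and typical genes, Med1 was at 96.7%, 80.4% and 55.9%, Carm1 at 33.3%, 28.3% and 13.8%, and Jmjd1c at 22.0%, 24.3% and 13.6%. Within 1 kb Jmjd1c was at 9.09% of typical genes.

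Motif shares within 50 bp, in the order CANNTG, CAGNTG, CASSTG, NFI core and SOX, were 47.2%, 31.0%, 19.0%, 27.4% and 18.6% in typical enhancers, with 0.0481% for the full NFI palindrome, and 43.3%, 28.9%, 18.1%, 25.8% and 16.6% in SEs. Centred on Carm1 or Jmjd1c sites they were 78.6%, 60.0%, 41.0%, 54.0% and 42.5% in typical enhancers, with 0.302% for the palindrome, and 73.9%, 57.1%, 44.8%, 52.7% and 40.5% in SEs.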

Differences from the paper's values

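For the share of Med1 sites with a Carm1 site, the paper's values are about 62% outside promoters, about 67% in typical enhancers and about 71% in SEs in Fig. 4a, read by eye, and the values here are 27.7%, 34.4% and 28.7%. For Jmjd1c the paper's values are about 63%, about 69% and about 71% in Fig. 4a, read by eye, and the values here are 28.1%, 34.4% and 28.3%. Of the alternatives set before the data were examined, midpoints within 500 bp (44.8%, 54.7% and 50.1% for Carm1, and 45.9%, 54.2% and 51.1% for Jmjd1c) and at least 1 bp of overlap (54.7%, 60.3% and 65.2%, and 56.0%, 60.7% and 66.2%) come within 1.5 times of the paper's values in these categories. At promoters the paper's values are about 17% for Carm1 and about 13% for Jmjd1c in Fig. 4a, read by eye, and midpoints within 200 bp (11.8% and 9.40%) and within 500 bp (21.1% and 16.9%) are within 1.5 times of them, while at least 1 bp of overlap (27.5% and 22.9%) is not. Outside promoters, in typical enhancers and in SEs, midpoints within 100 bp, the other direction, all deposited sites and the first 2500 Med1 sites do not come within 1.5 times. Midpoints inside the Med1 site (54.6%, 60.2% and 65.2%, and 56.0%, 60.7% and 66.2%) and the 5000 widest sites of each factor by overlap (43.4%, 48.4% and 55.2%, and 42.6%, 48.6% and 54.3%) also come within 1.5 times there, and both were chosen after seeing the values. At promoters midpoints inside the Med1 site (27.5% and 22.8%) do not, and the 5000 widest sites (16.2% and 11.7%) do. The values here use midpoints and the order of the Med1 list, and the paper's use summits and the most significant sites of each factor.

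The paper's number of typical enhancers is 9436, and the table used here holds 7644 regions not called SE, joined from 8855 enhancers, within 1.5 times of it. The legend of Fig. 4c places the Rad51c SEs in the gene Tex10. In the annotation used here the 3 SEs, at ranks 3, 4 and 5, lie in introns of Tex14. The paper describes for Jmjd1c and Carm1 at SE + Broad promoters the same pattern as for Mediator. Here sites were present within 1.5 kb of 22.8% of SE + Broad and 18.7% of SE-Broad genes for Carm1, and of 13.8% and 13.5% for Jmjd1c, with overlapping Wilson intervals, while Med1 had 93.5% and 74.3%. The paper's plots show read density, which lists of sites do not hold. The paper also describes a long tail into the gene for Mediator and its interactors, and at SE + Broad genes Carm1 sites covered 58.7 bp upstream and 52.0 bp downstream, against 1794 and 3109 bp for Med1. The paper gives the E-box as the most frequent motif. By raw share this held for CANNTG and CAGNTG, while CASSTG, at 34.7% in typical enhancers and 33.4% in SEs, was below the NFI core, at 46.5% and 43.7%. Shuffled sequence gave the same order, with CANNTG at 70.4% and 69.3%, CAGNTG at 48.7% and 48.6% and the NFI core at 45.0% and 44.3%. The order of raw shares here therefore cannot tell Med1 sites from shuffled sequence.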

Other observations

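The classes of genes described here were chosen only after the result was seen, while the test on the 25 highest-ranked SEs was planned. The Med1 list opens with 31 sites in coordinate order, of which 16 lie within 1 kb of histone genes, 11 of U RNA genes and 2 of Malat1 or Neat1, long noncoding RNAs of the nucleus. They include a site of 13903 bp on chromosome 13 of mm9 from 21867984 to 21881886 over Hist1h1b, Hist1h2an, Hist1h2bp and Hist1h3i, a site from 5792184 to 5805134 on chromosome 19 over Malat1 and a site from 5838539 to 5852434 over Neat1. The remaining 2 are the site at Brd2, which encodes a reader of acetylated histones, on chromosome 17 from 34253310 to 34261399, and a site in the SE of rank 2 near Wnt7b and Mirlet7c-2. Of the first 100 Med1 sites 47 lie near these classes of genes, and of all 19956 sites 100.

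Of 485 annotated U RNA genes 69 had a Med1 site within 1 kb (14.2%, 95% Wilson interval 11.4 to 17.6%), with 7 of 10 for U5, 31 of 206 for U1, 12 of 51 for U2, 9 of 47 for U3 and 2 of 116 for U7. Many annotated copies of these genes are similar in sequence, and how the authors' alignment placed their reads is not resolved here. The highest Med1 signals per kb among the SEs named above were at U RNA genes, at Parp16 (U5) and Rad51c (U3 and U1).

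All sites of a chromosome, in enhancers or not, were also divided by its number of enhancer regions. On chromosome 11 this gave 3.63 for Med1, 1.76 for Carm1 and 1.73 for Jmjd1c, against 2.36, 1.03 and 0.955 on the other autosomes. These values are not numbers of sites inside enhancer regions. On chromosome 15, where the ratio of IgG signal to the other autosomes was 1.38, the share of SEs was 9.84% and after division by IgG level 7.65%. On chromosome X the ratio was 0.540 and 2 of 104 regions were SEs, and 7 after the division.

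The 25 highest-ranked SEs had a median IgG signal per kb 1.33 times that of the other 420, 168.4 against 127.0, and a median ratio of Med1 to IgG signal of 4.93 against 3.80. Multi-copy sequence that collects reads in any library was a candidate explanation for their high Med1 signal, but the IgG ratio of 1.33 lies between what it would need and what would exclude it, so it stays open. Of the 25, 7 hold a U RNA gene, and without these, a choice made after seeing the data, the median IgG signal per kb was 151 over 18 SEs. The 25 were also longer, 30180 against 14868 bp, 8 of them lie on chromosome 11, with its raised IgG signal, and all 25 held sites of Med1, Carm1 and Jmjd1c. No biological explanation was tested.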
